# Modeling Co-Expression across Species for Complex Traits: Insights to the Difference of Human and Mouse Embryonic Stem Cells

**DOI:** 10.1371/journal.pcbi.1000707

**Published:** 2010-03-12

**Authors:** Jun Cai, Dan Xie, Zhewen Fan, Hiram Chipperfield, John Marden, Wing H. Wong, Sheng Zhong

## Abstract

Complex interactions between genes or proteins contribute substantially to phenotypic evolution. We present a probabilistic model and a maximum likelihood approach for cross-species clustering analysis and for identification of conserved as well as species-specific co-expression modules. This model enables a “soft” cross-species clustering (SCSC) approach by encouraging but not enforcing orthologous genes to be grouped into the same cluster. SCSC is therefore robust to obscure orthologous relationships and can reflect different functional roles of orthologous genes in different species. We generated a time-course gene expression dataset for differentiating mouse embryonic stem (ES) cells, and compiled a dataset of published gene expression data on differentiating human ES cells. Applying SCSC to analyze these datasets, we identified conserved and species-specific gene regulatory modules. Together with protein-DNA binding data, an SCSC cluster specifically induced in murine ES cells indicated that the KLF2/4/5 transcription factors, although critical to maintaining the pluripotent phenotype in mouse ES cells, were decoupled from the OCT4/SOX2/NANOG regulatory module in human ES cells. Two of the target genes of murine KLF2/4/5, *LIN28* and *NODAL*, were rewired to be targets of OCT4/SOX2/NANOG in human ES cells. Moreover, by mapping SCSC clusters onto KEGG signaling pathways, we identified the signal transduction components that were induced in pluripotent ES cells in either a conserved or a species-specific manner. These results suggest that the pluripotent cell identity can be established and maintained through more than one gene regulatory network.

## Author Summary

A major goal in biology is to understand the evolution of complex traits, such as the development of multicellular body plans. To a certain extent, complex traits are governed by regulated gene expression. The comparison expression data between species requires extra considerations than sequence comparison, because gene expression is not static and the level of expression is influenced by external conditions. Considering that co-expression patterns are often comparable across species, we developed a statistical model for cross-species clustering analysis. The model allows each species to create its own clusters of the genes but also encourages the species to borrow strength from each others' clusters of orthologous genes. The result is a pairing of clusters, one from each species, where the paired clusters share many but not necessarily all orthologous genes. The model-based approach not only reduces subjective influence but also enables effective use of evolutionary dependence. Applying this model to analyze human and mouse embryonic stem (ES) cell data, we identified the transcription factors and the signaling proteins that are specifically expressed in either human or mouse ES cells. These results suggest that the pluripotent cell identity can be established and maintained through more than one gene regulatory network.

## Introduction

A major goal in biology is to understand the evolution of complex traits, such as the development of multicellular body plans or an organism's physical state as it ages [1]. To a certain extent, complex traits are governed by regulated gene expression, and considerable plasticity exists such that the same or a similar phenotypic outcome may arise from the same or vastly different gene regulatory programs across species [1],[2]. Methods for identifying evolutionarily conserved as well as alternative gene regulatory pathways underlying a biological trait should enable deeper mechanistic understanding of the processes that shaped the trait.

Cross-species comparative analyses have made fundamental contributions to biology, most remarkably exhibited by comparative analysis of genomic sequences [2]. With the growing availability of functional genomic data, comparative paradigms are now being extended to the study of other functional attributes, most notably gene expression (e.g., [3],[4],[5],[6],[7] reviewed in [8]). Major advantages of gene expression comparison include but are not limited to pinpointing the genes and tissues whose expression tends to evolve at an accelerated or reduced rate [4],[9], improving functional gene annotation [3], discovering conserved genetic modules and pathways [5],[7] and tracing phenotypic diversity by differential expression of specific regulatory genes [3],[4]. More recently, cross-species expression data have been used for inferring the evolution of interaction and regulatory networks [4],[10].

A major challenge in comparing expression data between organisms is that gene expression is not static and the level of expression is influenced by external conditions. This difficulty was circumvented in the special cases in which identical perturbations could be applied across species, as in comparisons of the sexes across species [11]. In the absence of identical perturbations, the co-expression between gene pairs remains comparable across species [8]. Therefore co-expression based analysis has been widely applied to compare gene expression datasets across phylogenetically close [3],[10] and distant species [5],[7],[12]. These efforts often focused on identifying conserved co-expression modules, groups of genes whose expression profiles were correlated in multiple species. Because the co-regulatory relationship of these genes was conserved, they were considered to function in a coordinated manner. The methods to identify these modules were based on first applying preset thresholds to expression correlation in each species and then intersecting the groups of orthologous genes across species [5],[12],[13],[14],[15],[16]. Such approaches were straightforward but often strongly influenced by subjective inputs from the researcher, for example, in the choice of correlation thresholds. An exception to the ad hoc thresholds was that Ramani et al. used known interaction proteins to train a threshold of co-expression [16]. This approach worked for protein-protein interaction analysis, but would require a lot empirical data to train similar thresholds for the analyses of other regulatory relationships, such as the relationships between transcription factors (TFs) and their target genes. Another limitation of the methods discussed above is that these methods do not uncover species-specific co-expression patterns, which may be important for explaining and understanding the evolution of novel features, e.g., the unique liver genes in human as opposed to other primates [17].

Automatic clustering algorithms, such as K-means and hierarchical clustering, have been widely used in gene expression data analysis to discover co-expression patterns that can be translated to biological knowledge or new hypotheses [18]. It is thus a natural step to extend these algorithms to cross-species analysis. However, clustering remains a difficult problem, as exemplified by ad hoc criteria for choosing optimal clusters and results being sensitive to the initial conditions. Naively applying these algorithms to multiple species, for example, by clustering each species separately and then combining the clustering results, will likely amplify the computational errors made in each species. A better approach is to customize the clustering methods for cross-species analysis, taking advantage of the evolutionary context to minimize clustering errors. Two methods, DCA [3] and CoherentCluster [7], were proposed recently in this direction. However, these two methods lacked statistical models and did not maximize the use of data. For example, the expression of one species was used for constraining the clustering of the other species, but not vice versa. Ideally, some iterative schemes, such as are common for many machine learning algorithms, would be implemented to simultaneously cluster genes in multiple species.

We have developed a statistical model for cross-species clustering analysis. The model allows each species to create its own clusters of the genes but also encourages the species to borrow strength from each others' clusters of orthologous genes. The result is a pairing of clusters, one from each species, where the paired clusters share many but not necessarily all orthologous genes. The clustering and degree of overlap are chosen by the data through maximum likelihood estimation. The model-based approach not only reduces subjective influence but also enables effective use of evolutionary dependence.

## Results

### Model based soft cross-species clustering

A model-based Soft Cross-Species Clustering (SCSC) method was developed. The rationale of this model stems from the following observations and intuitions. First, clusters of co-expressed genes may be conserved across a large evolutionary distance, in the sense that the orthologous genes also exhibit correlated expression [19]. Empirically, this is consistent with the observation that shared cis-regulatory elements and cis-regulatory modules that regulate a set of co-expressed genes in one species are often found to be enriched in the regulatory regions of the orthologous sets of genes in other species [20]. The conservation of clusters also makes evolutionary sense because a cluster may correspond to a regulatory program that is functionally important and thus resistant to change [21]. Second, rewiring across clusters, i.e., the change of cluster membership of orthologous genes, is also observed in phylogenetically related species [22],[23]. This rewiring process can reflect simple sequence changes such as gain or loss of transcription factor binding sites. The difference of regulatory programs across species is believed to be an important source of evolutionary diversity or novelty [17],[22],[23]. Finally, the expression patterns of orthologous clusters may not be conserved, reflecting either a change in the activities of the trans-acting factors (thus all the genes in a cluster will change their expression pattern, but their co-regulatory relationship is maintained) [22] or differences in experimental conditions across species.

We formulated the above observations and intuitions into a probabilistic model, with certain simplifications that made the model mathematically tractable. First, we assumed that in every species there are a certain number of clusters that can be mapped one-to-one (called orthologous clusters), with each cluster corresponding to an essential regulatory program. However, the mean profiles of orthologous clusters were assumed to be independent. Second, the expression of a gene in a cluster was assumed to be a sample from a Gaussian distribution, which was the characteristic or mean profile of this cluster. This assumption is commonly made in model-based clustering analysis [18]. Third, a gene tends to belong to the orthologous clusters in the two species. In other words, the prior probability that a gene belongs to the clusters (i, i′) where i and i′ are the indices of the corresponding clusters in two species respectively, was larger than that for non-orthologous clusters. This intuition was formally represented by a logistic regression of prior probabilities over the cluster indices (see Methods). Overall, the model captured the main observations discussed above: that cluster structure tends to be conserved, that change of cluster membership should be allowed (as G5′ in Figure 1), and that the mean expression profiles of orthologous clusters are relatively independent.

**Figure 1:**
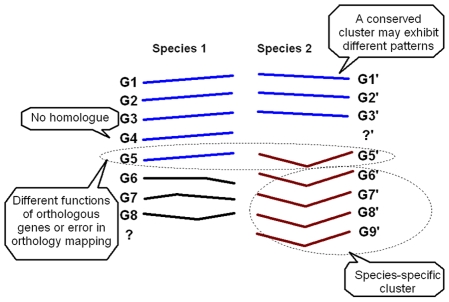
Major features and assumptions of the SCSC method. 1. G1–G8 are eight genes in Species 1, which have orthologues G1′–G8′ in Species 2. 2. G4 and G9′ do not have orthologues, but they participate in the clustering analysis. 3. The shapes of the lines represent gene expression patterns. For example, G1 has an increasing pattern and G6′ has a first decreasing and then increasing pattern. 4. The genes with the same color, except for the black color, are clustered together. Genes in black are “scattered” genes, which form a singleton cluster each.

### Synthetic data

The performance of SCSC was compared with that of DCA, K-means, hierarchical clustering, MCLUST, WGCNA and CLICK clustering [24] on six synthetic datasets (Table S1, Text S1). Because the performance of K-means, hierarchical clustering, MCLUST, WGCNA and CLICK algorithms were optimized within each species, if the information of conservation of co-clustering did not help, they should outperform SCSC and DCA. In four of the six synthetic datasets, CLICK and SCSC outperformed the other algorithms on the center-scatter score (Figure S1), which is consistent to CLICK's capability of filtering out singleton genes and identifying very tight clusters. In all the rest comparisons, SCSC outperformed K-means, hierarchical clustering MCLUST, WGCNA, and CLICK, which in turn outperformed DCA (Figure S1). These results suggest that although conserved co-clustering information could help to improve clustering performance, the power of such information is released in a model-based approach (SCSC) but shackled in a heuristic algorithm (DCA). DCA essentially sequentially performs two hierarchical clustering in the two species, with no iteration.

### Evaluation on synthetic data with errors in the orthology map

To mimic errors in the orthology map or the scenario where some orthologous genes have divergent functional roles in two species, we permuted a proportion (10%–30%) of the orthologous relations into wrong matches in the first synthetic dataset. SCSC, DCA, and K-means were executed on these datasets with orthology errors (Table S2). As the proportion of misplaced orthology links increased, all four algorithms showed decreased performance as expected. However, SCSC demonstrated robustness against orthology errors in that its performance on the dataset with 30% orthology errors was better than those of the other three algorithms under 0% orthology errors.

### Embryonic stem cell data

The biological process that inspired the SCSC model is cellular differentiation, a fundamental process occurring universally in multicellular organisms. Embryonic stem (ES) cells were used as a tool to study this process. ES cells are characterized by the ability to self-renew and differentiate into every cell type found in the mature organism. We are interested in determining the extent to which molecular circuits that underlie ES cell phenotypes and the processes of commitment and differentiation are conserved across species.

Human and mouse ES (hES and mES) cells share the critical properties of ES cells but do not employ the identical set of transcription factors. For example, transcription factor FOXD3 is required for mES cell self-renewal [25], but its expression appears to be non-essential for hES [26]. Similarly, STAT3, a transcription factor downstream to LIF signaling, is also required for self-renewal and the maintenance of pluripotency of mES cells, but it seems to be dispensable in hES cells [27]. *We hypothesize that the pluripotent cell identity can be established and maintained through more than one gene regulatory network*. These regulatory networks share core components that are universally indispensable for pluripotency. Peripheral components, though critical for cell fate, can be implemented using alternative designs. If this hypothesis is verified, the conserved and species-specific ES cell gene clusters may reveal the essential and peripheral components of gene regulatory networks underlining pluripotency, which may in turn assist the search for gene sets that are capable of reprogramming adult cells into a pluripotent state with higher efficiency [28],[29].

We generated detailed time-course microarray data during a differentiation process of mES cells (GEO accession number: GSE12550, see Methods). 

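Gene activity in the mouse cells changed more with each later time point when set against sorted ES cells. Against Oct4-GFP sorted ES cells, embryoid bodies (EBs) had 1379 probe sets higher and 1696 lower at day 4, 1896 and 2473 at day 8, and 3086 and 2980 at day 14 (limma, adjusted p under 0.05). At least 2-fold changes rose from 88 higher and 77 lower at day 4 to 702 and 237 at day 14. At day 4 the genes that rose most were Erdr1, a regulator of erythroid differentiation (2.96 ± 0.19 on the log2 scale, ± SE), the splicing factor gene Smndc1 (2.23 ± 0.37), the chromatin remodeler Arid2 (1.64 ± 0.17), the quinone reductase Nqo1 (1.63 ± 0.23) and the calcium channel Itpr2 (1.62 ± 0.29). Those that fell most were Xlr4a (-3.40 ± 0.21), an X-linked gene of the Xlr family, Ipp (-2.90 ± 0.10), Zfp42 (-2.42 ± 0.50), a zinc finger gene of undifferentiated cells, Calml4 (-2.34 ± 0.10) and the smooth muscle actin gene Acta2 (-1.97 ± 0.25). Erdr1, Arid2, Itpr2, Xlr4a, Ipp and Calml4 are among the genes at which sorted cells stand apart from all 4 other groups. Of the 10 genes, Nqo1 was lower at day 4 against ES cells on gelatin (-0.70), Acta2 stayed lower, Calml4 did not pass, and Erdr1, Smndc1, Arid2, Itpr2, Xlr4a, Ipp and Zfp42 turned in sign and did not pass. Methods state that the EBs were seeded from ES cells on gelatin. Against those cells the day 4 counts were 987 higher and 2023 lower, and with both day-0 groups pooled 390 and 809. With gelatin as day 0, 2158 were higher and 3177 lower at day 8, and 2712 and 2878 at day 14. The lower count there did not rise after day 8. The deposited table holds 31 arrays: 6 of ES cells on gelatin, 6 of sorted ES cells, 7 of EBs at day 4, 6 at day 8 and 6 at day 14. The split at day 14 depends on the scaling: it became 2327 higher and 5110 lower with each array centred on its median, which moved the median of all probe sets to -0.11 on the log2 scale, and 2506 and 4104 after quantile normalization.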

Using SCSC, we jointly analyzed them with four datasets of undifferentiated and differentiated hES cells. The mES cell data were generated at eight time points during differentiation, with an average of six biological replicates at each time point (see Methods). The four human datasets included undifferentiated and differentiated cells from multiple American and European ES cell lines [30],[31],[32] together with two differentiation pathways of adult stem cells [33] (Figure S2A). We ran SCSC on 6,088 pairs of probe sets, representing an unbiased selection of orthologous genes that may best reflect the gene regulatory networks in mES and hES cells (Text S2). SCSC generated a result of 

 clusters (Figure 2).

**Figure 2:**
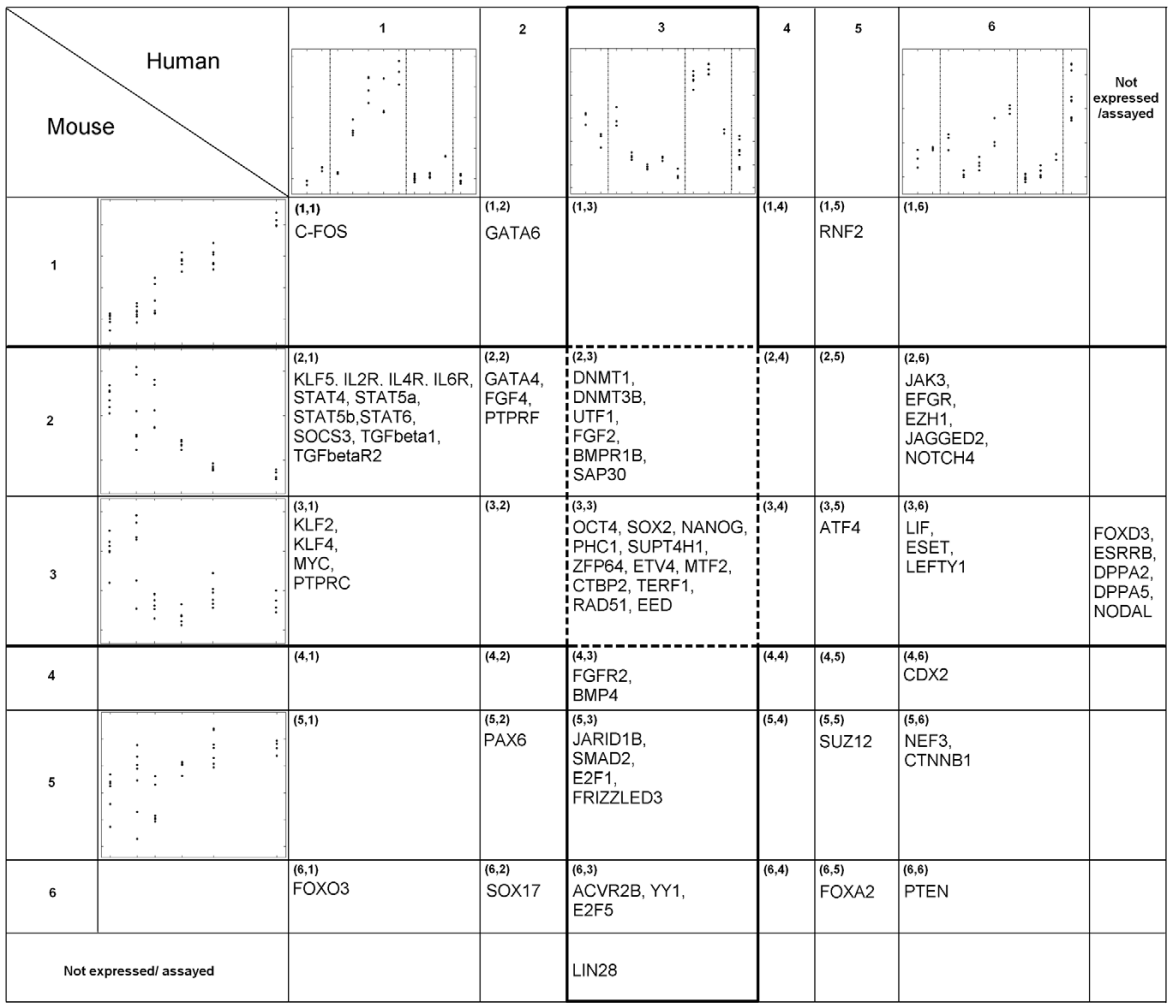
SCSC clusters of mES and hES cell differentiation data. Representative transcription regulators are listed in each cluster. Thick lines enclose clusters with upregulation in either mouse or human ES cells. Dotted lines enclose the conserved clusters with upregulation in ES cells of both species. Detailed expression patterns of every cluster and sample information are given in Figure S2.

### Overview of clustering results

Clusters (2, *)FF and (3, *) were upregulated in mES cells, and Cluster (*, 3) was upregulated in hES cells (Figure 2). 

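Genes that mark the undifferentiated state fell as a group in the mouse EBs. Of 30 pluripotency genes measured, 28 were lower at day 14 than in sorted ES cells and 2 did not pass, with a median log2 change of -1.40 (limma, adjusted p under 0.05; 28 lower when adjusted over the list alone). Zfp42 (REX1) dropped from a signal of 7619 ± 1396 to 326 ± 152 (mean ± SD, 6 arrays each), Fbxo15, a direct OCT4 target, from 7575 ± 713 to 707 ± 368, and the germline and ES cell genes Dppa2 and Dppa3 fell by 3.35 and 3.11 on the log2 scale. Among the 10 genes that fell most were also the matrix genes Mfap5 (-4.26) and Mgp (-2.66), and Xlr4a (-3.45). Compared with ES cells on gelatin, 22 of the pluripotency genes fell by day 14, and Zfp42 (-1.16) and Xlr4a (0.01) did not pass. Fbxo15 fell less in that comparison (-1.24, against -3.56 from sorted cells). As a set the pluripotency genes moved down (camera adjusted p = 2.99e-14, and adjusted p = 0.133 with an estimated correlation). Genes of ribosome assembly, which fast-growing cells need, fell too: 15 of 26 were lower and 11 did not pass (15 lower adjusted over the list alone), among them Nhp2 (-1.28), Nolc1 (-1.10), Ppan (-0.90) and Ebna1bp2 (-0.83), with camera adjusted p = 8.78e-05, and adjusted p = 0.366 with an estimated correlation. Of the genes that Table S3 lists for mouse cluster 2, 214 of 451 measured were lower at day 14, 16 higher and 221 did not pass (median log2 change -0.19; 215 lower and 16 higher adjusted over the list alone), and 117 were lower against ES cells on gelatin, which Methods name as 0-day samples. For mouse cluster 3 it was 167 lower, 11 higher and 107 not passing of 285 (median -0.30; 171 and 11 over the list alone), against 2011 lower and 2226 higher among all 8251 genes. The study formed these clusters on the same arrays, together with later time points and human datasets. The counts are therefore not independent evidence. The copy of Table S3 at hand lists 488 and 323 symbols for clusters 2 and 3, where the paper's Figure S2B counts 1209 and 930 probe-set pairs, and it holds none of clusters (2, 2) and (3, 2). The paper states that these are the clusters with higher expression in undifferentiated mouse ES cells.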

Here * denotes all the indices from 1 to 6. For example, (*, 3) includes the clusters (1, 3), (2, 3) … (6, 3). The other mouse and human clusters had increasing expression patterns during differentiation. 

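Genes of yolk sac and liver endoderm were among those that rose most in the EBs. Apob, the apolipoprotein of lipid particles, rose to a signal of 5694 ± 2014 at day 14 (5.77 on the log2 scale), the retinol carrier Rbp4 from 203 ± 12.2 to 8821 ± 1002 and the endocytic adaptor Dab2 from 171 ± 33.7 to 5914 ± 732 (6 arrays each). Fibrinogen beta (Fgb, 4.74), the endocytic receptor Cubn (4.72), Apoa1 (4.60), Igfbp1 (4.45), Spink1 (4.43) and the proteoglycan Srgn (4.40) followed on the log2 scale. Of 30 endoderm genes, 25 rose, 1 fell and 4 did not pass (limma, adjusted p under 0.05, as also adjusted over the list alone; camera adjusted p = 2.99e-14, and adjusted p = 0.0456 with an estimated correlation). Dab2 rose less with gelatin as day 0 (3.04 on the log2 scale, against 5.12 from sorted cells), where 24 of the list rose and 1 fell. Neural genes went both ways, with 13 of 31 higher, 3 lower and 15 not passing (the same adjusted over the list alone): the zinc finger gene Zic1 (4.28), Fabp7 of radial glia (3.80) and Sox11 (3.12) rose while the neuronal gene Stmn2 (-1.26) fell. The neural list moved up as a set (camera adjusted p = 0.0399, and adjusted p = 0.472 with an estimated correlation). With gelatin as day 0 the list was 8 higher and 5 lower, and Sox11 rose less (1.10). Blood genes rose in 9 of 25 cases and fell in 3, led by the embryonic globins Hba-x (1.83) and Hbb-y (1.46). Endothelial genes rose in 7 of 16 and fell in 3, with the junction genes Cdh5 (2.35) and Cldn5 (1.82) highest. Neither list moved as a set in camera (adjusted p = 0.282 and 0.12), and both counts are the same adjusted over the list alone. Fibroblast genes split into 12 higher, 9 lower and 12 not passing (camera adjusted p = 0.501): the matrix genes Postn (4.18), Lum (3.94), Dcn (3.20) and Col3a1 (2.83) rose. With gelatin as day 0 this list was 8 higher and 13 lower. For the remaining mouse clusters, Table S3 lists only pairs with human cluster 3. There, 42 of 54 cluster 1 genes, 34 of 91 cluster 5 genes and 39 of 47 cluster 6 genes were higher at day 14, and in cluster 4 2 were higher and 4 lower of 30; cluster 5 also had 3 lower. Adjusted over each list alone, 43, 29, 39 and 0 were higher in clusters 1, 5, 6 and 4, and cluster 4 kept 1 lower. The clusters come from these arrays, so these counts are not independent evidence. Part of the rise from sorted cells was already present in ES cells on gelatin. The median log2 change was 0.372 on gelatin and 0.729 at day 14 in cluster 1, and 0.249 and 0.299 in cluster 5. It was 0.14 and 0.496 in cluster 6, and -0.03 and 0 in cluster 4.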

Clusters (2, 3) and (3, 3) had conserved upregulation in mES and hES cells. 

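In the mouse arrays, genes of the conserved clusters were more often lower than higher at day 14, mostly by less than 2-fold. Tdgf1 (CRIPTO), the co-receptor of NODAL, fell from a signal of 6027 ± 300.3 in sorted ES cells to 1411 ± 693 at day 14, and Dppa4, a chromatin factor of pluripotent cells, from 6692 ± 182 to 942 ± 435 (6 arrays each). Of 182 conserved genes measured, 98 were lower at day 14 (15 by 2-fold or more), 8 higher and 76 did not pass (limma, adjusted p under 0.05; 100 lower and 8 higher adjusted over the list alone), with a median log2 change of -0.26. Cluster (2, 3) had 40 lower and 5 higher of 85, and cluster (3, 3) 58 lower and 3 higher of 97. ES cells on gelatin were already below sorted cells in cluster (2, 3), with 33 genes lower and 5 higher. The median log2 change there was -0.165, against -0.179 at day 14. In cluster (3, 3) 26 were lower and 22 higher on gelatin, with a median of -0.0158, against -0.332 at day 14. The clusters were drawn on these arrays, so the counts are not independent evidence, and they cover the mouse side only.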

The part of the gene regulatory circuit that is conserved between mES and hES cells was represented in these two clusters (Table S3A). 

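Among the mouse genes that fell without a counterpart in human cluster 3, Nupr1, a stress-response gene, dropped from a signal of 1243 ± 143 in sorted ES cells to 146 ± 12.8 at day 14, and the calmodulin-like gene Calml4 from 1476 ± 220.4 to 217 ± 12.6 (6 arrays each). Kat2b (PCAF), a histone acetyltransferase, fell by 1.28 and the stress transcription factor gene Atf4 by 0.99 on the log2 scale. Of 554 measured genes that Table S3 lists in mouse clusters 2 and 3 with another human cluster, 283 were lower at day 14, 19 higher and 252 did not pass (limma, adjusted p under 0.05; 286 lower and 20 higher adjusted over the list alone). In the same mouse arrays, 117 of 222 genes listed as specific to human ES cells were higher at day 14, 7 lower and 98 did not pass (122 and 7 adjusted over the list alone). In ES cells on gelatin against sorted cells, 163 of the 554 were already lower and 94 higher. Of the 222, 66 were already higher there and 21 lower. Against ES cells on gelatin, Nupr1 fell by 2.08 and Calml4 by only 0.47 on the log2 scale, and Atf4 (0.20) and Kat2b (0.40) did not pass. The clusters were formed on these arrays, so the tallies are not independent evidence.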

The gene pairs that belonged to Clusters (2, *) and (3, *) but did not belong to Clusters (2, 3) and (3, 3) were specifically expressed in mES cells. These genes represent the part of the gene regulatory network that are expressed in mES cells, but is disrupted in hES cells (Table S3B). Finally, gene pairs belonging to (*, 3) but not Clusters (2, 3) and (3, 3) were specifically expressed in hES cells (Table S3C).

To explore which signaling pathways and what components of these signaling pathways are induced in hES and mES cells, we mapped the genes that were induced in either hES or mES cells, i.e., Clusters (2, *), (3, *) and (*, 3), onto all known signaling pathways documented in the KEGG pathway database [34]. The ES-induced components of these signaling pathways were plotted to highlight the hES-specific, mES-specific, and the conserved components (Figure 3).

**Figure 3:**
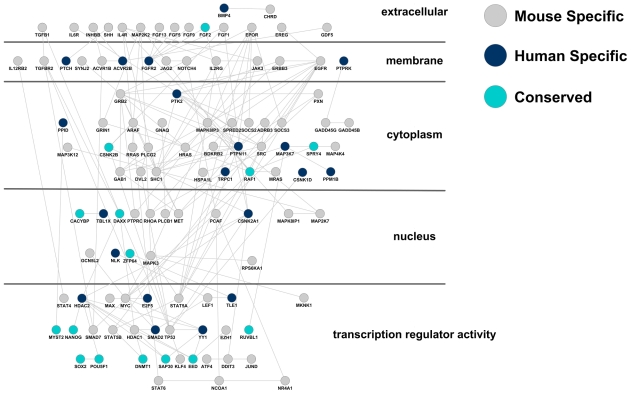
Induced components of signaling pathways in hES and mES cells. The gene induced in either hES or mES cells, i.e., Clusters (2, *), (3, *) and (*, 3), are mapped onto all the signaling pathways documented in the KEGG database [33] and plotted using Cytoscape software (www.cytoscape.org). Gray, blue and green nodes represent genes that are induced in hES cells only, mES cells only or both (conserved), respectively. The edges between any two nodes represent known protein-protein interactions documented in Cytoscape.

### Conserved regulatory mechanisms in ES cells

Among 1,113 genes involved in transcriptional regulation (GO: 0003700) and included in this analysis, 448 clustered in either mES or hES upregulated clusters ((2, *), (3, *) and (*, 3)), indicating that a very large proportion (40%) of the transcriptional regulators were utilized in ES cells. Among these 448 transcription regulators, 85 (19%) exhibited conserved upregulation in mES and hES cells (in clusters (2, 3) and (3, 3)), representing a core set of regulators with higher expression in undifferentiated than differentiated ES cells (Table S4). Among these regulators, OCT4 and SOX2 are indispensable for maintaining an ES cell phenotype and for reprogramming [28]; NANOG, UTF1, and polycomb group proteins EED and PHC1 either promote self-renewal or inhibit differentiation. 

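Some regulators of Table S4 fell in the mouse cells and others did not. Rrn3, which starts ribosomal RNA synthesis by RNA polymerase I, fell from a signal of 4064 ± 195 in sorted ES cells to 2402 ± 244 at day 14 (6 arrays each, log2 change -0.76 ± 0.16, ± SE). Mtf2, a subunit of the Polycomb complex PRC2, fell by 0.93 on the log2 scale, as did another of its probe sets, which is dim (-0.93, percentile 16.2). Its remaining probe sets did not pass (0.25, and -0.003 at percentile 2.9). Mtf2 turned against ES cells on gelatin (0.29) and did not pass, nor did it with both day-0 groups pooled (-0.32) or over the mean of its probe sets (-0.40). Of 26 regulators named in the copy of Table S4, 20 have a probe set with 1 gene symbol; 11 were lower, 1 (Kat7) higher and 8 did not pass (limma, adjusted p under 0.05, as also over the list alone), and against ES cells on gelatin 9 were lower and 2 higher. The 11 include Sox2 and Tgif1, each of which did not pass on leaving out any of 8 of the 12 arrays in turn. Those that did not pass include the general factors Btf3 (-0.11) and Taf1c (-0.02), Etv4 (-0.11), the remodeling subunit Smarcd1 (-0.12), the helicase gene Ruvbl1 (0.17) and Hesx1 (0.01), whose dim signal (percentile 9.40) could hide a change. Etv4 was lower with median centring (-0.22), quantile normalization (-0.23), both day-0 groups pooled (-0.33) and gelatin as day 0 (-0.54), and another of its probe sets fell (-0.15). Smarcd1 was lower under both scalings (-0.23 and -0.23) and Btf3 after quantile normalization (-0.19). With gelatin as day 0 Taf1c was lower (-0.38), and Ruvbl1 (0.46) and Sap30 (0.63) were higher. The study chose these regulators on the same arrays, so the tally is not independent evidence. The copy holds fewer than the 85 regulators of the text.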

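Pou5f1, the gene of OCT4, fell from a signal of 6419 ± 523 in sorted ES cells to 1700.0 ± 765 in EBs at day 8 and 1062 ± 307 at day 14 (6 arrays each). Sox2, the DNA-binding partner of OCT4, fell far less, from 7722 ± 1183 to 6045 ± 889, and its day 14 arrays overlap the sorted ones. Nanog, a homeobox gene of self-renewal, stood at 6312 ± 1067 and ended at 2373 ± 858. Utf1, a chromatin factor of pluripotent cells, dropped from 2319.8 ± 207 to 1406 ± 149, the PRC2 subunit Eed from 7706 ± 1699 to 4917 ± 659, and the PRC1 subunit Phc1 from 2115 ± 167 to 1124 ± 240.0. All 6 were lower at day 14 in limma, with log2 changes (± SE) of -2.64 ± 0.26 for Pou5f1 (adjusted p = 3.75e-09), -0.35 ± 0.14 for Sox2 (0.0381), -1.46 ± 0.23 for Nanog (8.2e-06), -0.72 ± 0.11 for Utf1 (3.16e-06), -0.62 ± 0.21 for Eed (0.0152) and -0.93 ± 0.14 for Phc1 (5.59e-06). Sox2 did not pass on leaving out any of 8 of the 12 arrays in turn, and neither Sox2 nor Eed passed with both day-0 groups pooled (adjusted p = 0.335 and 0.0939 in limma). The Eed arrays of the 2 groups overlap as well, and another Pou5f1 probe set with a mean of 643 in sorted cells did not pass. Against ES cells on gelatin, which Methods name as 0-day samples, Pou5f1 (-2.19), Utf1 (-0.38) and Phc1 (-1.46) were lower at day 14, while Nanog (-0.29), Eed (-0.18) and Sox2 (0.02) did not pass.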

Repression of lineage-specific differentiation genes is critical for maintaining the undifferentiated state [35]. Conserved transcriptional repressors and corepressors included DNA methylation enzymes DNMT1 and DNMT3B, Polycomb group factors EED and PHC1, histone deacetylase SAP30, and transcription factors SUPT4H1, E2F8, TGIF1 and CTBP2. In addition, certain aspects of DNA replication and cell cycle regulation were also conserved in ES cells, as exemplified by conserved expression of CDK2, RAD51, E2F8, MYST2, POLYA1 and TERF1.

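Corepressor genes moved unevenly in the mouse cells. Ctbp2, a corepressor that binds DNA-bound factors, fell from a signal of 4245 ± 293 in sorted ES cells to 1725 ± 139.8 at day 14, and E2f8, a repressor of E2F targets, from 1858 ± 364 to 996 ± 239 (6 arrays each). Tgif1, a repressor of SMAD-driven transcription, fell a little, from 2313 ± 354 to 1917 ± 253, with overlapping arrays. The maintenance methyltransferase gene Dnmt1 (1974 ± 135 and 1786 ± 416) and the deacetylase subunit gene Sap30 (2036 ± 426 and 1837 ± 299.6) did not pass. Dnmt1 was lower with median centring (-0.28, limma adjusted p = 0.034) and array weights (-0.24, 0.0326). In limma, the log2 changes (± SE) were -1.30 ± 0.14 for Ctbp2 (adjusted p = 2.67e-08), -0.91 ± 0.21 for E2f8 (0.000915), -0.27 ± 0.11 for Tgif1 (0.0437), -0.17 ± 0.11 for Dnmt1 (0.2) and -0.13 ± 0.20 for Sap30 (0.622). Tgif1 did not pass with a replicate block (adjusted p = 0.0544 in limma), with the 2 groups alone (0.0749), with the floor at the 25th percentile (0.0519), against ES cells on gelatin, with both day-0 groups pooled, or on leaving out any of 8 of the 12 arrays in turn. With Eed and Phc1, 5 of the 7 genes measured fell, Tgif1 included, as also adjusted over the list alone, and 3 against ES cells on gelatin; the study chose them on these arrays, so this is not independent evidence. A wider list of Polycomb and DNA methylation genes split into 5 higher, 7 lower and 7 not passing of 19 (the same over the list alone; camera adjusted p = 0.518), with the PRC1 genes Bmi1 (0.96) and Rnf2 (0.75) higher. Against ES cells on gelatin Sap30 rose (0.63). Dnmt3b and the mouse gene of SUPT4H1 have no probe set with 1 gene symbol.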

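Genes of DNA replication fell in part, and the 5 measured genes named for this function split. Pola1, the catalytic subunit of DNA polymerase alpha, fell from a signal of 2018 ± 219 in sorted ES cells to 1146 ± 80.5 at day 14, and Terf1, which binds telomere repeats, from 1341 ± 267 to 538 ± 64.0 (6 arrays each). The cell cycle kinase gene Cdk2 instead rose from 1149 ± 176 to 1425 ± 93.9 and Kat7 (MYST2), a histone acetyltransferase of replication origins, from 1283 ± 124 to 1539 ± 149, both with overlapping arrays. The log2 changes (± SE) in limma were -0.81 ± 0.11 for Pola1 (adjusted p = 1.13e-06), -1.30 ± 0.21 for Terf1 (1.28e-05), 0.32 ± 0.09 for Cdk2 (0.00348) and 0.26 ± 0.09 for Kat7 (0.018). Another Terf1 probe set did not pass (0.21), while other probe sets of Cdk2 (0.43) and Kat7 (0.52) rose. All of these other probe sets are dim (percentiles 25.2, 28.5 and 17.7). Against ES cells on gelatin as the day-0 group, Cdk2 (0.45) was again higher, but Kat7 fell (-0.68), Pola1 rose (0.45) and Terf1 did not pass (-0.37). Kat7 did not pass with each array centred on its median (adjusted p = 0.131 in limma) or after quantile normalization (0.108). Counting E2f8, 3 fell and 2 rose, Kat7 included, as also over the list alone, and since the study chose them on these arrays the count is not independent evidence. In a wider list of 27 replication genes, 15 fell, 4 rose and 8 did not pass (the same over the list alone), with the clamp loader gene Rfc5 (-1.01), the helicase gene Mcm7 (-0.93) and Rpa2 (-0.58) lower; the set moved down (camera adjusted p = 0.0126, and adjusted p = 0.472 with an estimated correlation). Compared with ES cells on gelatin, 9 of the list fell and 9 rose, and Mcm7 did not pass (-0.04). Mitosis genes were 6 lower, 4 higher and 16 not passing of 26 (the same over the list alone; camera adjusted p = 0.518), with the checkpoint gene Mad2l1 (-0.80) and the survivin gene Birc5 (-0.66) lower and the kinetochore motor Cenpe (2.44) higher.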

### The KLF regulatory module is required for pluripotency only in mES cells

KLF2, KLF4 and KLF5 belong to the Krüppel-like factor (KLF) family of evolutionarily conserved zinc finger transcription factors that regulate numerous biological processes, including proliferation, differentiation, development and apoptosis [36]. We previously demonstrated that simultaneous depletion of KLF2, KLF4 and KLF5 led to differentiation of mES cells [37]. 

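The 3 Krüppel-like factor genes were lower in EBs at day 14 than in sorted ES cells. Their time courses were not compared by a test. Klf2 went from a signal of 3730.2 ± 346 in sorted ES cells to 1386 ± 272 at day 14, and Klf4 from 4854 ± 295 to 1616 ± 632 at day 8 and 1659 ± 615 at day 14 (6 arrays each). At day 8 Klf2 lay between 1915 and 2257 in 3 arrays and between 3585 and 4383 in the 3 others, and did not pass (-0.39 on the log2 scale, adjusted p = 0.0932 in limma). Klf5 is dimmer and moved less, from 808 ± 124 to 576 ± 139, with overlapping arrays. In limma the day 14 log2 changes (± SE) were -1.45 ± 0.18 for Klf2 (adjusted p = 1.55e-07), -1.64 ± 0.32 for Klf4 (0.000127) and -0.51 ± 0.17 for Klf5 (0.0122). ES cells on gelatin stood at 2028 ± 292 for Klf2, 2616 ± 389 for Klf4 and 1060.3 ± 240.2 for Klf5, and against them Klf2 (-0.56) and Klf5 (-0.88) fell by day 14 while Klf4 (-0.74) did not pass, and Klf2 was higher at day 8 (0.50).

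**Figure D1:**
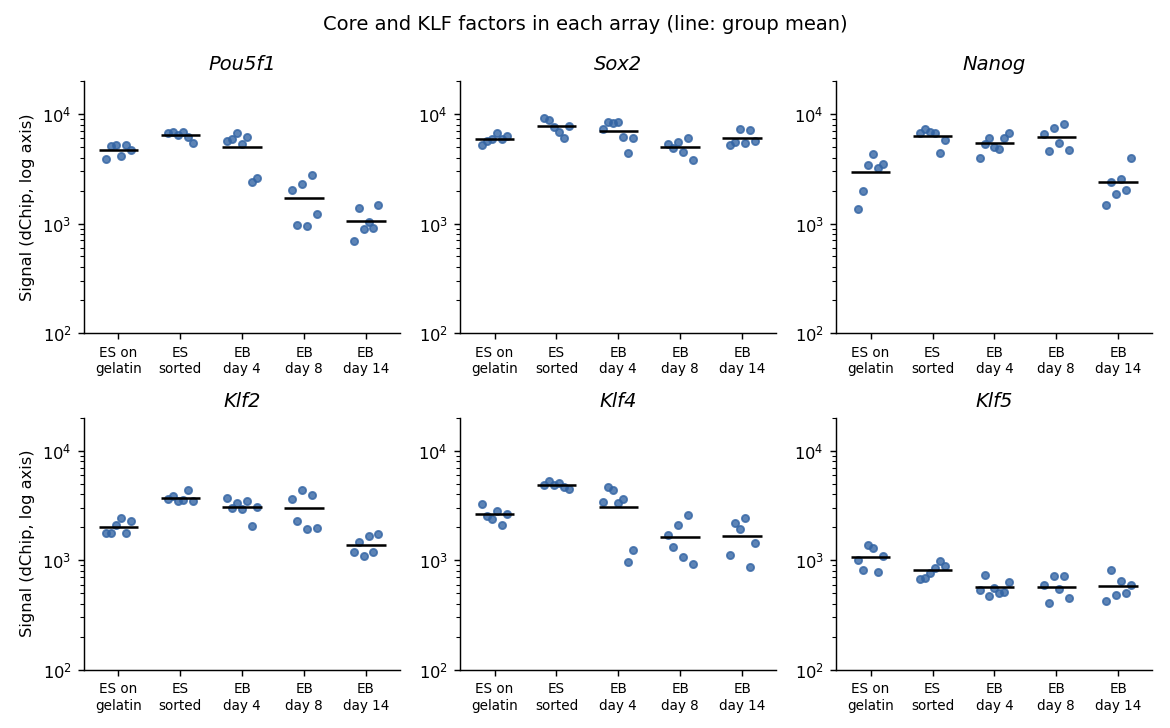
Signal (log axis) of Pou5f1, Sox2, Nanog, Klf2, Klf4 and Klf5 in each of the 31 arrays (points), by group, with the group mean as a line. Klf2 and Klf4 have every day 14 array under every sorted array, while Sox2 and Klf5 overlap.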

Consistent with this result, in mES cells, KLF2, KLF4 and KLF5 co-clustered with other pluripotency regulators (Clusters (2,*) and (3,*)), including OCT4, SOX2 and NANOG. Chromatin immunoprecipitation coupled to microarray assay (ChIP-chip) data showed that KLF2, KLF4 and KLF5 proteins all bind upstream of their own coding genes as well as upstream of *OCT4*, *SOX2* and *NANOG* [37]. NANOG and SOX2 ChIP-chip data demonstrated that they both bind to *KLF2*, *KLF4* and *KLF5* [38]. The co-clustering result together with the published RNA knockdown data and ChIP-chip data suggest that *KLF2*, *KLF4* and *KLF5* form a regulatory module that is coupled with the *OCT4-SOX2-NANOG* regulatory module in mES cells (Figure 4A).

**Figure 4:**
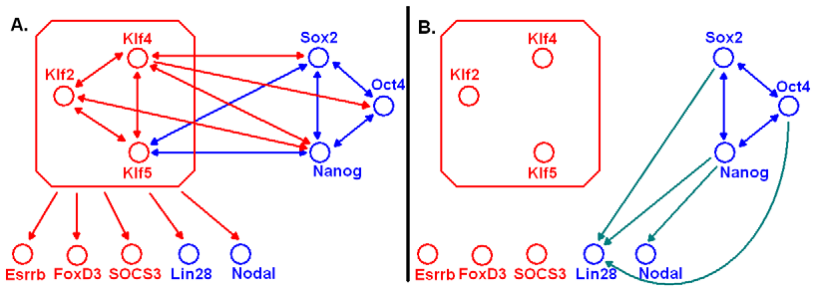
Rewiring of the KLF regulatory module. Nodes represent upregulated genes in ES cells in a conserved (blue, upregulated in both hES and mES cells) or species-specific (red, upregulated in mES cells only) manner. Edges represent positive regulatory relationships (activation) that are validated by ChIP-chip and RNAi data in both species (dark blue), in mouse only (red), or in human only (light blue). As the KLF module appears to have lost its regulatory function in hES cells, its target genes *ESRRB*, *FOXD3* and *SOCS3* have consistently lost their upregulation in hES cells as well (A). However, *LIN28* and *NODAL*, which are upregulated by the KLF module in mES cells, remain upregulated in hES cells. Their upregulation in hES cells might be activated by NANOG and OCT4 instead (B).

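All 10 of the 11 genes drawn as nodes that could be measured were lower at day 14 than in sorted ES cells (limma, adjusted p under 0.05, as also over the list alone). Among them, Sox2 lost its call on leaving out any of several single arrays, and Esrrb and Foxd3 are dim. Nodal, a TGFβ family ligand of early embryos, fell from a signal of 2357 ± 261 to 1019 ± 156 (6 arrays each; log2 change -1.22 ± 0.16, ± SE, adjusted p = 4.36e-07). Over the 10 genes the log2 changes ran from -2.64 to -0.34. Nodal stood at 3714 ± 969 in the 6 arrays of ES cells on gelatin. The study picked the nodes on these arrays, so the tally is not independent evidence, and 7 of them were lower against ES cells on gelatin. Lin28a has no probe set with 1 gene symbol.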

The mES cell expression of the three KLF factors was not conserved in humans. Human *KLF2*, *KLF4* and *KLF5* were clustered in Cluster (*, 1), which exhibited low expression in hES cells and a steady increase during spontaneous and lineage-specific differentiation. This led to the hypothesis that the KLF2/4/5 module was decoupled from the OCT4-SOX2-NANOG module in the transcription network of hES cells. To explore the decoupling hypothesis, we first re-examined the mouse data for potential clues. In mES cells, the KLF2/4/5 regulatory module and the OCT4-SOX2-NANOG regulatory module were firmly established, because every factor bound to every other gene within the module. A maximum of 30 regulator-target links among the six transcription factors were allowed (Figure 4A). All except four of the allowed regulator-target links were confirmed by ChIP-chip data. The four missing links were OCT4->*KLF2/4/5* and SOX2->*KLF2*. All of these missing edges were between the two modules, which seemed to poise them for decoupling. Second, we checked if the inter-module regulatory links were preserved in hES cells. Human ChIP-chip data [39] showed that three out of the five inter-module regulatory links were dissociated (SOX2->*KLF4*, NANOG->*KLF4*, NANOG->*KLF2*). The two observations above and co-expression result were consistent with the hypothesis that the two regulatory modules were decoupled in hES cells.

If the KLF2/4/5 module was mouse-specific, it should *specifically* regulate other regulatory factors in mES cells. Therefore, the existence of species-specific targets of KLF2/4/5 could be further evidence for the decoupling hypothesis. Besides the three KLF genes themselves, *ESRRB*, *FOXD3* and *SOCS3* were among their specific targets in mES cells. 

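Socs3, a feedback inhibitor of LIF signaling, fell from a signal of 1363 ± 76.4 in sorted ES cells to 1006 ± 85.4 in EBs at day 14 (6 arrays each), and another of its probe sets fell by 1.91 on the log2 scale. Esrrb, an orphan nuclear receptor of self-renewal, went from 180.5 ± 10.6 to 139 ± 7.60, and Foxd3, a forkhead factor, from 127 ± 5.67 to 100.4 ± 6.54. The probe sets of Esrrb and Foxd3 are dim on this array, at percentiles 17.7 and 11.1 of all probe sets. This limits how large a fall they can show. The floor at the 25th percentile (224) lies above both genes in both groups, so that setting cannot test their falls. In limma the log2 changes (± SE) were -0.44 ± 0.09 for Socs3 (adjusted p = 0.000217), -0.37 ± 0.06 for Esrrb (2.02e-05) and -0.34 ± 0.07 for Foxd3 (0.000168).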

ESRRB [40], FOXD3 [25] and SOCS3 [41] were all related to self-renewal and inhibiting differentiation in mES cells.FFFF In mice, *KLF2*, *KLF4*, and *KLF5* and *ESRRB*, *FOXD3*, and *SOCS3* all exhibited high expression in undifferentiated ES cells, and their expression decreases during differentiation. Moreover, *ESRRB*, *FOXD3* and *SOCS3* upstream regions were bound by KLF2, KLF4 and KLF5 in mES cells [37]. In humans, the expression levels of *ESRRB* and *FOXD3* dropped below a detectable level in all measured ES cells. Human *KLF2*, *KLF4*, *KLF5* and *SOCS3* were clustered in Cluster (1, *), implying that their expression increases as hES cells differentiate. In summary, with the decoupling of the KLF module from the OCT4-SOX2-NANOG module in hES cells, the upregulation of ESRRB, FOXD3 and SOCS3 in undifferentiated hES cells was diminished (Figure 4B).

Another group of KLF target genes in mice exhibited conserved upregulation in hES cells. ChIP-chip and RNAi data [37] confirmed that this group included *OCT4*, *SOX2*, *NANOG*, *LIN28* and *NODAL* (Figure 4A). In particular, *LIN28* and *NODAL* were upregulated by KLFs in mES cells, because KLFs bound to these genes in vivo and knocking-down KLFs substantially decreased their expression levels. Since *KLF2*, *KLF4* and *KLF5* themselves were not upregulated in hES cells, the maintenance of upregulation of *LIN28* and *NODAL* in hES cells may require *rewiring* of the transcription networks [23]. In other words, the upregulation of *LIN28* and *NODAL* in hES cells had to be achieved by transcription factors other than the KLFs. Consistent with this hypothesis, ChIP-chip data [37],[39] showed that OCT4, SOX2 and NANOG bound to *LIN28* in hES cells but not in mES cells; NANOG bound to *NODAL* in hES but not in mES cells (Figure 4B). As controls, none of *ESRRB*, *FOXD3* or *SOCS3* upstream was bound by OCT4, SOX2 or NANOG in hES cells.

In summary, the mouse-specific KLF2/4/5 regulatory module upregulated a set of key mES cell regulators. This module was not conserved in humans and therefore represented a peripheral component of the pluripotency maintaining regulatory networks. *KLF4* was included in the set of genes for reprogramming both mouse [42] and human cells [28]; However, *KLF4* was dispensable for maintaining the ES cell phenotype [28],[42]. This fact supports our hypothesis that genes involved in peripheral components of ES cell transcription networks should be capable of assisting but may not be essential for reprogramming.

### Empirical evaluation of SCSC results with independent experimental data

To what extent do gene clusters reflect functionally related gene groups? Although we do not expect a generic answer to this question, well-deliberated quantitative analyses may provide useful empirical data. Two sets of co-regulated genes were derived from an independent functional analysis, where seven regulatory proteins were knocked down by RNAi in mES cells [40]. To evaluate the consistency between the clustering result and the independently identified co-regulated genes, we applied a recently developed metric called the biological homogeneity index (BHI) [43]. BHI is the average proportion of gene pairs that are consistently allocated to both the same cluster and the same functional group in the gold standard dataset. A greater BHI reflects a higher consistency between the clusters and the functional groups. Because the gold standard datasets were generated from mES cells, we compared SCSC results with K-means clustering and hierarchical clustering performed on the same genes in the mES cell differentiation dataset (Figure S3). For a fair comparison, the same number of clusters were generated from K-means and hierarchical clustering as from SCSC. We gave K-means the advantage of starting from multiple initial values, minimizing the chances of being trapped by local maxima. In both comparisons, SCSC generated far more consistent gene groups with the functional groups defined by the independent RNAi studies, supporting the original intuition behind SCSC, that functional gene groups could be better revealed by comparative transcriptome analysis.

## Discussion

The applications of clustering analyses of expression data are limited by strong noise in the results. Some genes known to be involved in a particular pathway are invariably missed, whereas other apparently unrelated genes exhibit expression profiles that are strikingly similar to bona fide pathway components [21]. These shortcomings are explained in part by the observation that many microarray studies failed to sufficiently sample the biological variability within a system [21]. In light of this argument, transcriptomes of several organisms undergoing a similar biological process might be analyzed as one system with evolutionary distance providing the biological variability. Consequently, statistical development of cross-species clustering algorithms should enable assessment of expression conservation and diversity across species, thereby generating more functionally coherent gene groups. SCSC was built under this premise (Text S4).

### Other non-essential reprogramming factors

Similar to KLF4, *LIN28*, a transcriptional target of the KLF2/4/5 regulatory module [37], was also used as a reprogramming factor, but it was non-essential [29]. MYC, a transcription factor down-regulated during mES cell differentiation but not during hES cell differentiation (Figure 2), was another non-essential reprogramming factor [28],[42]. These examples highlight the power of cross-species analysis to distinguish core versus peripheral components of a transcription network for maintaining a particular phenotype.

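Myc, a driver of growth and proliferation, had a low signal in sorted ES cells (281 ± 21.9) and a similar one at day 14 (310.1 ± 25.8, 6 arrays each). Its level was higher in ES cells on gelatin, at 669.6 ± 67.9. Against sorted cells the log2 change at day 14 was 0.14 ± 0.17 (± SE) and did not pass in limma (adjusted p = 0.518). Against ES cells on gelatin, which Methods name as 0-day samples, Myc fell by 1.11 on the log2 scale (limma, adjusted p = 3.48e-06).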

### Alternative implementations of signaling pathways in mES and hES cells

Compared to differentiated cells, relatively few signal transduction factors were produced in ES cells. Comparing within the clusters that were upregulated in either mES or hES cells, i.e., among Clusters (2, *), (3, *) and (*, 3), genes involved in NOTCH, WNT, TGFβ, JAK-STAT and MAPK pathways were all depleted in the conserved clusters ((2, 3) and (3, 3), p-value <4*10^−5^). The lack of shared signal transduction factors in the conserved clusters suggests that these signaling pathways either do not present in one of the two ES cells or they utilize alternative implementations in them (Table 1).

**Table 1:** Distribution of genes participating in six signaling pathways in the ES clusters.

Pathway	Components	Mouse specific: Clusters (2, *), (3, *) but not (2, 3), (3, 3)	Human specific: Clusters (*, 3), but not (2, 3), (3, 3)	Shared: Clusters (2, 3), (3, 3)	Comment
JAK-STAT	Extracellular & membrane	LIF, IL2R, IL4R, IL6R			mES specific
	Downstream factors	JAK3, TK2^#^, PTPRC, PTPRF, PTPRN, SOSC3, PINK1*			
	Transcription regulators	STAT3^#^, STAT4, STAT5A, STAT5B, STAT6			
NOTCH	Extracellular & membrane	NOTCH4, JAGGED2, MFNG			
	Downstream factors				
	Transcription regulatorsF	NCOA1*			
TGFβ	Extracellular & membrane	TGFβ1, TGFβR1	BMP4, ACVR2B	LEFTY, BMPR1	Alternatively implemented
	Downstream factors	MAPK3, PINK1*	PPP1CC*, SAR1A		
	Transcription regulators	[SMAD7]^&^, SKIL^&^, NCOA1*	[SMAD2]^&^ (interact with TGIF1)	TGIF1^&^	
WNT	Extracellular & membrane	[FRIZZLED9], H{LRP5}	[FRIZZLED3], {LRP6}	[FRIZZLED7]	
	Downstream factors	RHOA	CSNK2A1, CSNK1D	CSNK2B	
	Transcription regulators	[TLE4]^&^, LEF1, MYC	[TLE1]^&^, TCF7L2	CTBP2^&^	
MAPK	Extracellular & membrane	FGF4, MET*, EGFR, GRB2	FGFR2	{FGF2}, TDGF1	
	Downstream factors	[ARAF], {PTPRC}, {PTPRF}, {PTPRN}, [MAP3K6], [MAP2K7], [MAPK3]	[KRAS], {PTPRK}, {PRPRG}, {PTPN11}, [MAP3K7]	[RAF1]	
	Transcription regulators	ATF4			
VEGF	Extracellular & membrane				Unlikely to be expressed in ES cells
	Downstream factors	PINK1*, PLCD1, PLA2	PTK2, PPP1CC*, CLK2		
	Transcription regulators				

Genes in the same family are embraced with the same parenthesis. Genes with a * are involved in the multiple pathways. Genes with ^&^ signs are transcriptional repressors or co-repressors. 

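Stat3, which carries the LIF signal to the nucleus, stood at a signal of 1250.1 ± 134 in sorted ES cells and 1189 ± 54.4 at day 14 (6 arrays each). Tyk2, a kinase of the JAK family, stood at 2269.7 ± 142 and 2151 ± 217. Neither passed against sorted cells in limma, with log2 changes (± SE) of -0.07 ± 0.07 for Stat3 (adjusted p = 0.458) and -0.08 ± 0.07 for Tyk2 (0.321). Both probe sets are bright enough for a change to show, at percentiles 70.8 and 85.0 of all probe sets. With each array centred on its median, both fell, by 0.17 and 0.19 on the log2 scale (limma, adjusted p = 0.0277 and 0.0167). Both were lower against ES cells on gelatin too (-0.18 and -0.16, limma adjusted p = 0.032 and 0.0408), and Stat3 after quantile normalization (-0.18, 0.0235). Another Stat3 probe set stood at 1221 on gelatin, 876 in sorted cells and 842 at day 14, and did not pass against sorted cells.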

Genes with a ^#^ have abundant transcripts in mES cells, but they do not show obvious up or down regulation during differentiation of mES cells.

JAK-STAT and NOTCH were present in mES cells, but no typical signaling transducers of these pathways appeared to be present in hES cells. It has long been known that mES cells remain undifferentiated in the presence of Leukemia Inhibitory Factor (LIF), and the activation of Signal Transducer and Activator of Transcription 3 (STAT3) via LIF-JAK signaling appears sufficient for maintenance of pluripotency of mES cells. However, LIF is unable to maintain the pluripotent state of hES cells [44]. 

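Of the mouse JAK-STAT genes of Table 1, 6 of 14 measured fell by day 14 and 8 did not pass, and against ES cells on gelatin 4 fell and 1 rose. The interleukin 6 receptor gene Il6ra went from a signal of 349.6 ± 39.6 in sorted ES cells to 296 ± 24.8 (6 arrays each), and did not pass against ES cells on gelatin (-0.16). Of the 4 NOTCH genes of Table 1, 2 fell: the ligand gene Jag2, from 1193 ± 211 to 614 ± 35.6, and Mfng, a glycosyltransferase that tunes the receptor, from 1191 ± 183 to 928 ± 70.1, while Notch4 (-0.09 on the log2 scale) and the coactivator gene Ncoa1 (0.03) did not pass. Mfng did not pass against ES cells on gelatin (-0.10), and Notch4 was lower over the mean of its probe sets (-0.21). These counts use limma (adjusted p under 0.05, as also over each list alone) on genes chosen from the same arrays, so they are not independent evidence. Over wider lists, JAK-STAT genes were 9 higher, 9 lower and 13 not passing of 31, with the oncostatin receptor Osmr (-1.47) lower and the growth hormone receptor Ghr (1.29), the LIF receptor Lifr (1.04) and Pias1 (0.87) higher. With gelatin as day 0 the JAK-STAT list had 4 higher and 9 lower, and Ghr fell (-1.31). NOTCH genes were 4 higher, 3 lower and 13 not passing of 20, with the receptor gene Notch2 (1.87) highest, though another of its probe sets fell. Neither wider list moved as a set (camera adjusted p = 0.726 and 0.862; both counts the same over the list alone).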

The mechanism behind this apparent discrepancy is not fully understood, although the activation of human STAT3 alone does not sustain self-renewal of hES cells [44]. 

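Jak3, a kinase that binds the shared gamma chain of interleukin receptors, fell from a signal of 628 ± 33.5 in sorted mouse ES cells to 485 ± 19.6 in EBs at day 14 (6 arrays each), with every day 14 array under every sorted array. The log2 change was -0.37 ± 0.07 (± SE; limma, adjusted p = 0.000157), and -0.16 against ES cells on gelatin (0.0899). The receptor gene Il4ra (0.00), the phosphatase genes Ptprc (0.09), Ptprf (-0.09) and Ptprn (0.12), and Pink1 (0.01) did not pass, and the Ptprc probe set is dim (percentile 5.70). Ptprf was lower against ES cells on gelatin (-0.73, limma adjusted p = 1.14e-07) and with both day-0 groups pooled (-0.41, 0.0106), and Ptprn was higher against gelatin (0.18, 0.0493). Pink1 has 1 sorted array at 69.7 where the others lie between 345 and 383, and without it Pink1 fell (-0.39, adjusted p = 0.0114 in limma). The paper's TK2 was read as the JAK kinase TYK2, and the gene Tk2 itself, a mitochondrial thymidine kinase, did not pass either (388 and 421). The paper's IL2R was read as Il2rg, and Lif and Il2rg have no probe set with 1 gene symbol. Il2rb, a gene of another chain of that receptor, was not counted here. It was lower at day 14 against ES cells on gelatin (-0.17, limma adjusted p = 0.00858).

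**Figure D2:**
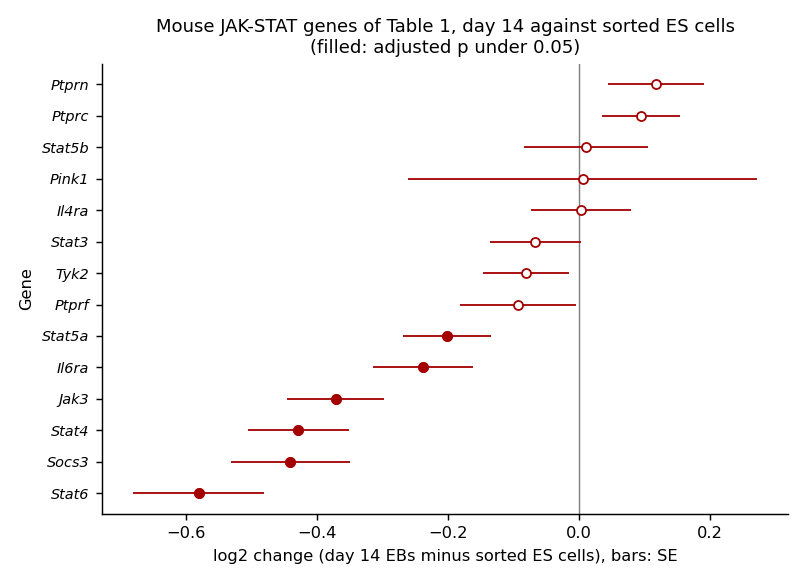
Log2 change at day 14 against sorted ES cells (points, bars SE, 6 arrays per group) for the 14 mouse JAK-STAT genes of Table 1 that could be measured; filled points have an adjusted p under 0.05 in limma. The 6 filled points lie left of 0, and Stat6 falls most.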

As summarized in Table 1, none of the key components of the JAK-STAT pathway active in mES cells were present in hES cells, including key kinases JAK3 and TK2 and a family of five STAT transcription factors. This indicates that the JAK-STAT pathway is poised to receive the LIF signal in mES cells. Although only STAT3 is known as a downstream factor of LIF signaling in mES cells, our data predict that the other four STAT transcription factors may also contribute to maintaining the mES cell phenotype, since all of these genes are downregulated during differentiation.

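Of the 4 STAT genes other than Stat3, 3 were lower at day 14. Stat6, which answers interleukin 4, fell from a signal of 627 ± 58.3 in sorted ES cells to 419 ± 35.5 (6 arrays each), Stat4 from 397 ± 23.5 to 295 ± 13.1, and Stat5a, a mediator of cytokine and hormone signals, from 1508 ± 103 to 1311 ± 78.9, with overlapping arrays. Another Stat5a probe set fell more (-0.33, limma adjusted p = 0.000527), with every day 14 array under every sorted array. Stat5b stayed level, at 365 ± 38.7 and 367 ± 18.0. The log2 changes (± SE) in limma were -0.58 ± 0.10 for Stat6 (adjusted p = 2.43e-05), -0.43 ± 0.08 for Stat4 (3.77e-05), -0.20 ± 0.07 for Stat5a (0.0149) and 0.01 ± 0.09 for Stat5b (0.964). All 4 changes are under 2-fold. Stat5a did not pass with both day-0 groups pooled (-0.10), and against ES cells on gelatin none passed: -0.17, -0.18, 0.01 and 0.20, with adjusted p from 0.0507 to 0.953 in limma. The paper proposes from such falls that these factors may help to maintain the mouse ES cell state.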

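Of 10 measured mouse MAPK genes of Table 1, 5 fell by day 14 and 5 did not pass. Among the latter, Araf was lower with median centring (-0.23, limma adjusted p = 0.00216), quantile normalization (-0.23, 0.00249) and array weights (-0.14, 0.0104). Fgf4, the growth factor ES cells secrete, fell from a signal of 6115 ± 354 in sorted ES cells to 1019 ± 318 (6 arrays each), and the receptor genes Met (-0.51) and Egfr (-0.36) and the kinase gene Map3k6 (-0.33) fell less on the log2 scale, while Grb2 (-0.08) and Araf (-0.13) did not pass. The other Egfr probe sets did not pass (-0.12 and -0.20). Of 6 mouse TGFβ genes, 1 rose (the receptor gene Tgfbr1, from 179 ± 20.0 to 242 ± 30.2) and 5 did not pass, among them the ligand gene Tgfb1 (0.02). Of 6 mouse WNT genes, 1 fell (Lrp5) and 5 did not pass, among them Rhoa (0.07) and Lef1 (0.13), each with another probe set that fell. Of 3 VEGF genes 1 fell (Pla2g6, -0.28) and Plcd1 (0.07) did not pass. Of 8 measured genes Table 1 gives for both species, 5 fell, including Lefty1 (-0.67) and the receptor gene Fzd7 (-0.17). Of the others, 1 rose (the BMP receptor gene Bmpr1a, 1.12) and 2 did not pass (Bmpr1b, -0.06, and Fgf2, -0.03, both dim). Fgf2 was lower with median centring (-0.14, limma adjusted p = 0.036). Calls are at an adjusted p under 0.05 in limma, as also over each list alone, and the study chose these genes on the same arrays, so the tallies are not independent evidence. Set against gelatin cells, 5 MAPK, 2 TGFβ, 1 WNT and 1 VEGF genes and 3 of those given for both species fell. In that comparison 1 MAPK gene, 1 WNT gene and 1 given for both species (Bmpr1a, 0.54) rose. Tgfbr1, Lrp5 and Fzd7 (0.03) did not pass there, and Fzd7 did not pass with both day-0 groups pooled either (-0.07). Of 41 genes in a wider TGFβ and BMP list, 17 rose, 6 fell and 18 did not pass (7 lower over the list alone, and 14 higher and 10 lower against ES cells on gelatin), with the BMP target gene Id2 (3.57) and Smad1 (1.88) higher and Gdf3 (-1.99) lower. Of 44 WNT genes in a wider list, 12 rose, 8 fell and 24 did not pass (the same over the list alone), with the WNT inhibitor genes Dkk1 (1.45), Frzb (1.20) and Sfrp1 (0.83) higher. Neither moved as a set (camera adjusted p = 0.175 and 0.518).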

TGFβ, WNT and MAPK pathways appeared to be present in both mES and hES cells. However, our data suggest that mouse and human ES cells do not always use orthologous factors in these pathways. The non-orthologous components of these signaling pathways appeared to share two common features. First, paralogous members of the same gene family could serve as surrogates of an orthologous component. 

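In the mouse arrays, the WNT co-receptor gene Lrp5 fell from a signal of 498 ± 62.5 in sorted ES cells to 412 ± 18.2 in EBs at day 14 (6 arrays each), with overlapping arrays. The receptor gene Fzd9 (311 ± 50.9 and 289.9 ± 22.0) and the corepressor gene Tle4 (691 ± 98.2 and 783 ± 73.2) did not pass. Their relatives Fzd3 (719 ± 27.0 to 928 ± 76.3) and Tle1 (486 ± 48.8 to 771 ± 119) rose in the mouse cells, and Lrp6 (1431 ± 235 and 1670.1 ± 177) did not pass. In limma the log2 changes (± SE) were -0.26 ± 0.08 for Lrp5 (adjusted p = 0.00654), -0.09 ± 0.10 for Fzd9 (0.514), 0.19 ± 0.17 for Tle4 (0.377), 0.37 ± 0.09 for Fzd3 (0.000928), 0.66 ± 0.12 for Tle1 (6.44e-05) and 0.23 ± 0.14 for Lrp6 (0.161). Fzd9 passed as lower only without sorted replicate 3, which lies at 209.6 where the others lie between 316 and 345. Lrp6 rose against ES cells on gelatin (0.35), while Lrp5 (0.03), Fzd3 (0.00) and Tle1 (-0.26) did not pass. Of 17 measured mouse orthologs of the genes Table 1 gives for human ES cells only, 10 rose, 1 fell (Ptpn11, -0.19, dim) and 6 did not pass (11 higher over the list alone), and 4 rose against ES cells on gelatin; the study chose them on these arrays, so this is not independent evidence.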

Using the WNT pathway as an example, growth factors FRIZZLED9 (mES), FRIZZLED3 (hES), receptors LRP5 (mES) and LRP6 (hES), and transcription regulators HHTLE4HH (mES) and TLE1 (hES) were alternative members of the same gene family that appeared to assume orthologous functions in mES and hES cells (Table 1). Second, the alternatively implemented signaling transduction routes in the two species appeared to share the same regulatory logic. For example, TGFβ signaling in mES cell is inhibited by SMAD7 [45] and SKILl at the receptor and transcriptional levels [46], whereas in the hES cell, another inhibition mechanism appeared to be present through the interaction of SMAD2 and TGIF1 [47]. Also, WNT signals to HHTLE4HH and TLE1 in mES and hES cells, respectively, for probably the same purpose of transcriptional repression [48]. 

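Smad7, an inhibitor of the TGFβ receptors, stood at a signal of 1137 ± 119 in sorted ES cells and 1004 ± 74.1 at day 14, and Skil (SNON), a SMAD corepressor, at 506 ± 59.0 and 523 ± 51.6 (6 arrays each). Neither passed at day 14 in limma, with log2 changes (± SE) of -0.18 ± 0.10 for Smad7 (adjusted p = 0.161) and 0.05 ± 0.20 for Skil (0.879). Smad7 was lower with median centring (-0.28, limma adjusted p = 0.0123), quantile normalization (-0.28, 0.013), array weights (-0.24, 0.00632) and both day-0 groups pooled (-0.25, 0.0279). Skil was higher in ES cells on gelatin, at 975 ± 180.1, and in the 7 arrays of EBs at day 4, at 1004 ± 369; against the gelatin cells both Skil (-0.88) and Smad7 (-0.32) were lower at day 14. In the mouse cells Smad2, which carries the TGFβ and NODAL signal, rose from 1505 ± 507 to 2753 ± 484 (log2 change 0.95 ± 0.27, limma adjusted p = 0.0046), but did not pass against the gelatin cells (0.54, 0.106).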

The characterization of species-specific signaling pathways and alternative routes of signaling transduction facilitates understanding how pluripotency is maintained in mES and hES cells and why a signal could induce seemingly different and even reverse responses from these cells (BMP: [49],[50], WNT: [51],[52]; LIF: [44]).

### Mouse epiblast stem cells

mES and hES cells are similar in the sense that they are both derived from the inner cell mass of blastocyst embryos, and are both pluripotent. Besides mES cells, pluripotent stem cells were also derived from the late epiblast layer of post-implantation mouse embryos (mEpiS cells) [53]. Compared to mES cells, mEpiS cells are functionally more similar to hES cells in the following ways. Both hES and mEpiS cells, but not mES cells, can differentiate into trophoblast upon exposure to Bmp4; display very limited capacity for chimera formation when injected or aggregated with mouse preimplantation embryos; form relatively large and flat colonies when grown as monolayers; do not survive well as individual cells. Importantly, the pluripotency of hES cells and mEpiS cells, can be maintained via Activin/Nodal signaling [53],[54], whereas Activin induces mES cells to differentiate into mesendoderm [55]. Thus, the alternative implementations of gene regulatory networks between hES can mES cells may reflect their functional differences and indicate the differences of their seemingly comparable temporal origins during embryonic development.

## Methods

### Transcription profiling of mouse ES cells

Total RNA for transcriptional profiling was obtained from B6 mES cells at various stages of differentiation, including undifferentiated (0 day), 4, 8, 12, 21 and 31 days of differentiation. Six biological samples were analyzed at each time point. B6 mouse ESC were cultured on mouse embryonic feeders (MEFs) using standard methods as previously described [56] in 15% FCS supplemented with LIF. Undifferentiated ES cell samples were obtained by trypsinising near confluent plates of ES cells and depleting the MEFs by plating the cells onto gelatin coated plates for 2×20 min. The ES on gelatin samples were MEF depleted ES cells seeded on gelatin coated dishes and cultured until they reached ∼70% confluency. 

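ES cells on gelatin and ES cells sorted for Oct4-GFP differed in genes of collagen and other matrix that fibroblasts express. Col5a2, a fibril collagen gene, stood at a signal of 4062 ± 2094 on gelatin and 609.8 ± 174 in sorted cells, the collagen cross-linking enzyme gene Lox at 7284 ± 1781 and 1482 ± 421, and the matrix gene Fbln2 at 5200.1 ± 1482 and 1072 ± 101 (6 arrays each). Of 33 fibroblast genes, 18 were higher on gelatin, 5 lower and 10 did not pass (limma, adjusted p under 0.05, as also over the list alone; camera adjusted p = 0.00437, and adjusted p = 0.788 with an estimated correlation). The collagen and matrix genes Col3a1 (-0.11), Dcn (-0.32), Postn (-0.35) and Lum (-0.61) did not pass. Among all genes, the matrix gene Ccdc80 (3.25), tenascin C (Tnc, 3.23), Erdr1 (3.19), the cadherin gene Cdh2 (3.04) and Wls (2.98) were highest on gelatin against sorted cells, and Rhox5 (-3.77), Xlr4a (-3.46), Zfp42 (-3.46), Ipp (-2.99) and the glycolysis gene Pfkp (-2.72) lowest. Pluripotency genes were lower on gelatin in 17 of 30 and higher in 5 (17 and 6 over the list alone), with camera adjusted p = 0.00437, and adjusted p = 0.788 with an estimated correlation. In all, 2661 probe sets were higher and 2260 lower on gelatin, or 2268 and 3796 with each array centred on its median and 2158 and 3263 after quantile normalization. The gelatin arrays also have higher ratios of the 3' to the 5' Gapdh control (5.21 ± 1.55 against 2.92 ± 0.146).

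**Figure D3:**
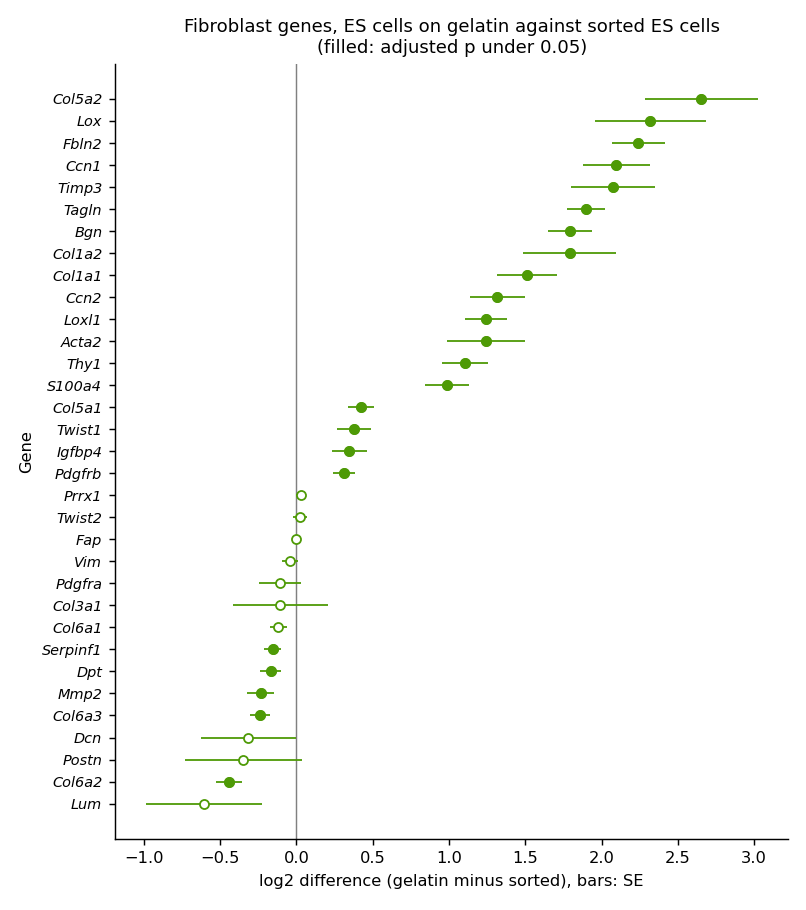
Log2 difference between ES cells on gelatin and sorted ES cells (points, bars SE, 6 arrays per group) for the 33 fibroblast genes measured; filled points have an adjusted p under 0.05 in limma. Col5a2, Lox and Fbln2 lie furthest right, and 18 filled points lie right of 0.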

To ensure the undifferentiated ES cell samples were free from MEF contamination, MEF depleted ES cells that passaged once on gelatin were used as 0-day ES cell samples. To make EBs, the ES cells on gelatin were seeded into non-adherent petri dishes, and LIF was withdrawn to induce differentiation. Half of the EB media was changed every 3–4 days. The formation of EBs was consistent with previous studies [57],[58]. After 8 days, numerous cystic structures were observed and became progressively larger over time. 

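Endoderm genes were already high at day 8. Rbp4 reached a signal of 6459 ± 1797, Dab2 4634 ± 1445 and Apob 3031 ± 1652 in the 6 day 8 arrays. Of 30 endoderm genes, 21 were higher than in sorted ES cells and 9 did not pass (limma, adjusted p under 0.05, as also over the list alone; camera adjusted p = 7.73e-14, and adjusted p = 0.0518 with an estimated correlation). At day 4, 3 were higher, 1 lower and 26 did not pass (2 higher over the list alone). Day 4 replicates 6 and 7 stand apart: Dab2 lies at 1361 and 2798 there and between 235 and 351 in the 5 others. Day 8 arrays part as well: the mean log2 signal of the endoderm list ran from 10.02 to 10.17 in replicates 1, 3 and 5 and from 10.42 to 10.54 in replicates 2, 4 and 6, against 8.81 to 8.87 in sorted cells, and Rbp4 from 4153 to 6023 and from 7514 to 8364.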

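Genes of the contractile apparatus of the heart came up in the EBs. Tnnt2, cardiac troponin T, rose from a signal of 108 ± 5.96 in sorted ES cells to 617 ± 349.9 at day 8 and 842 ± 217 at day 14, cardiac actin (Actc1) from 717 ± 48.3 to 1806 ± 554 and 2083 ± 456, and the myosin light chain gene Myl3 from 97.1 ± 16.0 to 278 ± 70.0 and 265 ± 18.4 (6 arrays each). Tnnc1, troponin C, had its highest mean at day 8 (177 ± 10.6, 721 ± 152 and 369 ± 77.6). Whether its day 8 and day 14 levels differ was not tested. Of 27 cardiac muscle genes, 14 were higher at day 14, 2 lower and 11 did not pass (limma, adjusted p under 0.05, as also over the list alone), with camera adjusted p = 0.0303, and adjusted p = 0.472 with an estimated correlation. Actc1 already stood at 1503 ± 411 in ES cells on gelatin, and against them it did not pass at day 8 (0.25) or day 14 (0.48), while 15 of the list were higher at day 14. The day 14 count was 9 with each array centred on its median, 7 with dim probe sets left out and 4 at 2-fold or more. At day 8, 9 were higher and 2 lower (the same over the list alone), with camera adjusted p = 0.00226, and adjusted p = 0.306 with an estimated correlation. Day 8 replicates 2, 4 and 6 carry more of this rise: the mean log2 signal of the list ran from 9.31 to 9.42 there and from 8.99 to 9.10 in replicates 1, 3 and 5, against 8.74 to 8.84 in sorted cells. The median gene of the list sits at percentile 37.0 of the probe sets, where small changes are hard to read. The arrays pool whole EBs, and no array isolates beating cells.

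**Figure D4:**
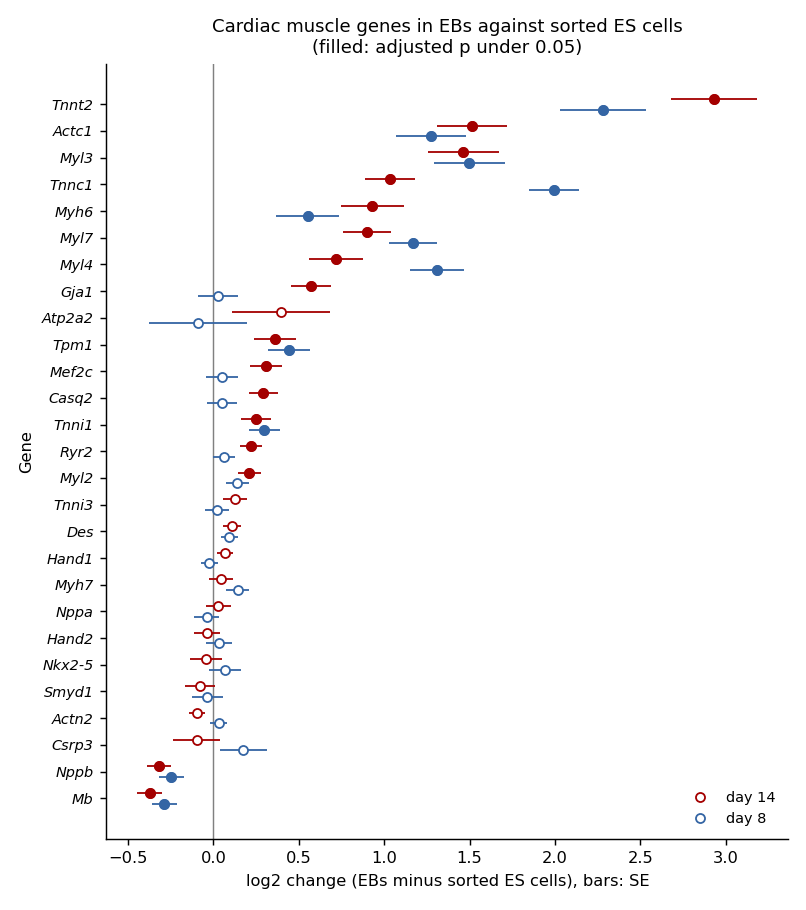
Log2 change against sorted ES cells (points, bars SE, 6 arrays per group) of the 27 cardiac muscle genes measured, at day 14 (red) and day 8 (blue); filled points have an adjusted p under 0.05 in limma. Tnnt2, Actc1 and Myl3 rise on both days, and 2 genes lie left of 0 with filled points.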

After about 10 days, beating foci of cardiac myocytes could be observed in some EBs, indicating the terminal differentiation of some cell types.

Total RNA was extracted from the different samples using the RNeasy kit (Quiagen) and amplified using a two-round linear amplification strategy as previously described [56]. The labeled RNA was then hybridized to Affymetrix MgU74Av2 microarrays according to the manufacturer's instructions. Normalization and probe-level modeling were done with dChip software [59].

### Statistical model

The expression value of an orthologous gene pair is denoted as (g_i_, g_i′_), where i and i′ index two orthologous genes. The goal of SCSC is to assign a cluster label c_i,i′_ to every orthologous gene pair (i, i′). The range of c_i,i′_ goes from (1, 1) to (K, L), where K and L are the maximum numbers of clusters allowed in the two species. Without loss of generalizability, we assume there are no more than K clusters in either of the two species; i.e.,

, and then (K, K) are the largest possible values c_i,i′_ can take. The following statistical model does not assume K = L. However K = L is used in the SCSC program implementation.

SCSC takes a model-based approach. The cluster labels are assumed to be generated according to probabilities 
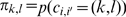
 and that conform to a multinomial logit model [60]:
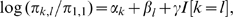
(1)where 

. 

and 

 capture the independent co-expression information contributed by each species, i.e., row and column effects in Figure 2. 

 is an 0–1 indicator function. 

 represents the degree of dependence between correspondent clusters between the two species. When 

, cluster 

 is deemed as the correspondent cluster to cluster k. The order of the result clusters in a clustering analysis is usually arbitrarily determined. SCSC orders its clusters in the two species in a way that the clusters in the two species with the largest intersection of orthologous genes are given the same numerical indicator (See below).

Given the cluster indicator of a gene pair, for example 

, the model for complete data is: 
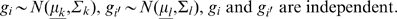
(2)Here 

 denotes a Gaussian distribution; 

and 

 are the mean vectors of the *k* ^th^ and the 

 ^th^ clusters in the two species, respectively; 

 and 

 are their corresponding covariance matrices. A generative probabilistic model for two species gene expression data is:
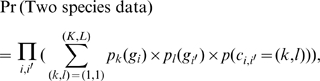
(3)where the product 

 enumerates all gene pairs (i, i′); 

 is the probability of gene pair (i, i′) coming from cluster 

; 

 is the likelihood of gene i given it comes from cluster *k* in one species, and 

 is the likelihood of gene i′ given it comes from cluster 

 of the other species. An iterative maximization algorithm was developed to fit the SCSC model (Figure S4, Text S3). Because SCSC uses a likelihood maximization approach based on the EM algorithm, the local maximum issue that is general to EM algorithm applies. The SCSC program is available both as a downloadable program and as a web application at: http://biocomp.bioen.uiuc.edu/SCSC.

## Supporting Information

Text S1 Synthetic data.
(0.01 MB PDF) Click here for additional data file.

Text S2 Selecting genes for SCSC analysis of mouse and human ES cells.
(0.01 MB PDF) Click here for additional data file.

Text S3 An iterative maximization algorithm for SCSC model.
(0.03 MB PDF) Click here for additional data file.

Text S4 SCSC algorithm.
(0.02 MB PDF) Click here for additional data file.

Figure S1 Performance evaluation on synthetic datasets. Average performance scores from 20 independent runs of each algorithm are listed. Dataset numbers correspond to the datasets listed in Table S1. K-means, hierarchical clustering, MCLUST, WGNCA and CLICK were first executed on each species and then their results were summarized across the two species. The Random clustering is generated by choosing random centroids and assigning each data point into the nearest centroid. Three performance scores were used for comparison, average global scatter, average center scatter, and proportion of genes being assigned to wrong clusters. The definitions of the first two performance scores are as follows: 1. Average global scatter: the average distance between every data point and the cluster center that it was assigned to. For two species, the average global scatter was the sum of distances between every gene and the center of its own species divided by the total number of genes in two species. 2. Average center scatter: the average distance between true cluster centers and their corresponding computed cluster centers. In a perfect clustering result, center scatter equals 0. Center scatter for two species was computed by dividing the sum of center scatters in both species by the total number of clusters in both species.
(0.06 MB PDF) Click here for additional data file.

Figure S2 SCSC clusters of mouse and human ES cell differentiation. (A) Sample information for human ES cells. (B) The number of orthologous probe sets in each result cluster, and (C) the corresponding expression patterns of mouse and human clusters. Each dot represents the mean expression of a cluster in a biological replicate.
(0.04 MB PDF) Click here for additional data file.

Figure S3 Performance evaluation with independent experimental data. The consistency of a clustering result to a set of co-regulated gene groups is measured by biological homogeneity index (BHI). K-means clustering was run 10 times with different initial values. The red bars and their error bars represent the average BHI and the standard deviation for these 10 runs. The best performance out of the 10 runs is also reported (yellow bar). Two test sets of co-regulated genes groups were defined as follows. Set 1: Co-regulated genes were defined as the genes whose expression levels were affected by all of the seven RNA knockdown (RNAi) experiments of seven regulatory proteins (OCT4, SOX2, NANOG, ESRRB, TBX3, TCL1, DPPA4) which maintain ES cell identity. Each RNAi experiment provided a list of genes whose expression was affected. Taking the intersection of the seven gene lists, a total of 60 genes were identified as regulated by all seven ES cell regulators. These 60 genes were used as the first test set. Set 2: Co-regulated genes were defined as the genes whose expression was affected by RNAi knockdown of all four of the transcription factors NANOG, OCT4, SOX2 and ESRRB, and for which the direction of expression change was the same. These four transcription factors physically interact and synergistically regulate gene expression in ES cells. Two groups of co-regulated genes were identified. Group 1 contained 107 genes that were consistently induced by the RNAi of each of the four factors, whereas group 2 contained 48 genes that were repressed by all four RNAi treatments. These two co-regulated gene groups constitute the second test set.
(0.03 MB PDF) Click here for additional data file.

Figure S4 Scheme of computational implementation of the SCSC method. The scheme mimics an EM algorithm for clustering one-species data under a Gaussian-mixture model. (Text S4)
(0.02 MB PDF) Click here for additional data file.

Table S1 Synthetic datasets. Cluster number is the number of clusters in the two species. For example, means 10 clusters in both species. Dimension is the number of samples in each species. “# of data points in each cluster” is the number of orthologous genes in each cluster”. “# of scatter data points” is the number of randomly distributed gene pairs that do not belong to any clusters. They represent intrinsic deviation of the transcriptome from a clustering model. The cluster means of dataset 1–5 are randomly generated between 0 and 10. The cluster mean of dataset 6 are generated between 0 and 13. Cluster variation shows the standard deviation used to generate each cluster, with the two numbers representing two standard deviations for each of the two species.
(0.02 MB PDF) Click here for additional data file.

Table S2 Performance evaluation with errors in ortholog map. 10%–30% of the ortholog mapping in synthetic dataset 1 (Table S1) are randomly permutated to represent the scenarios of errors in ortholog map. SCSC, K-means and DCA were executed on these perturbed datasets, and performance metrics were recorded.
(0.01 MB PDF) Click here for additional data file.

Table S3 SCSC clusters. (A) with conserved upregulation in hES and mES cells, (B) specifically upregulated in mES cells, and (C) specifically upregulated in hES cells.
(0.15 MB PDF) Click here for additional data file.

Table S4 Conserved transcription regulators in human and mouse ES cells. Genes with a & may act as transcriptional repressors or corepressors.
(0.01 MB PDF) Click here for additional data file.

# Supplementary material for: Modeling Co-Expression across Species for Complex Traits: Insights to the Difference of Human and Mouse Embryonic Stem Cells
**Source:** PLoS Comput Biol. 2010 Mar 12;6(3):e1000707. doi: 10.1371/journal.pcbi.1000707
**Supplement:** Text S4 — SCSC algorithm. (0.02 MB PDF)

#### Text S4.

**SCSC algorithm.** SCSC mimics an EM algorithm for clustering one-species data under a Gaussian-mixture model (Figure S4). In the E-step, a two-dimensional clustering indicator  $c_{i,i'}$  is assigned to  $(k,l)$  for gene pair  $(i, i')$ .  $\hat{\pi}(k,l)$  is the probability of  $c_{i,i'} = (k,l)$  without seeing the expression data.  $p(g_i, \theta_k)$  and  $p(g_{i'}, \theta_l')$  are the conditional probabilities of gene  $i$  and  $i'$ , respectively, given their cluster indicators. In the M-step, parameters are updated according to expression data and  $c_{i,i'}$ . This was followed by a logistic regression step that re-estimates the number of gene pairs in the clusters. The re-estimated distribution of gene pairs in the clusters fit into the E-step in the next iteration.

**Beyond SCSC model.** Our results demonstrate that the logistic regression model in SCSC captures a simple correlation structure of the cluster memberships between the two species. More complicated correlation structures are plausible and can be explored, if such correlation is supported by data and relevant biological context. Moreover, SCSC does not assume any analytical relationship between the average expression patterns of the correspondent clusters. This avoids the need for matching the cell and environmental conditions across species, which is a major difficulty in direct comparison of gene expression values of orthologous genes [1]. However, multi-species data generated from well controlled experimental conditions could enable explicit exploration of the correlation of the average expression patterns across species [2]. On top of such data, modeling the functional relationship between the average expression patterns across correspondent clusters may increase the power of borrowing the strengths of data across-species. Beyond the gene expression domain, novel methods have also been developed for co-evolution [3] and conservation [4] analyses of interacting proteins. Although protein-protein interaction is only partially reflected by co-expression, it would be interesting to correlate protein interaction and co-expression analyses in future research.

## **Reference to supplementary documents**

1. Tirosh I, Bilu Y, Barkai N (2007) Comparative biology: beyond sequence analysis. *Curr Opin Biotechnol* 18: 371-377.
2. Wang S, He F, Xiong W, Gu S, Liu H, et al. (2007) Polycomblike-2-deficient mice exhibit normal left-right asymmetry. *Dev Dyn* 236: 853-861.
3. Fraser HB, Hirsh AE, Wall DP, Eisen MB (2004) Coevolution of gene expression among interacting proteins. *Proc Natl Acad Sci U S A* 101: 9033-9038.
4. Karimpour-Fard A, Detweiler CS, Erickson KD, Hunter L, Gill RT (2007) Cross-species cluster co-conservation: a new method for generating protein interaction networks. *Genome Biol* 8: R185.

# Supplementary material for: Modeling Co-Expression across Species for Complex Traits: Insights to the Difference of Human and Mouse Embryonic Stem Cells
**Source:** PLoS Comput Biol. 2010 Mar 12;6(3):e1000707. doi: 10.1371/journal.pcbi.1000707

**Figure S1: Performance evaluation on synthetic datasets.** Average performance scores from 20 independent runs of each algorithm are listed. Dataset numbers correspond to the datasets listed in Table S1. K-means, hierarchical clustering, MCLUST, WGNCA and CLICK were first executed on each species and then their results were summarized across the two species. The Random clustering is generated by choosing random centroids and assigning each data point into the nearest centroid. Three performance scores were used for comparison, *average global scatter*, *average center scatter*, and proportion of genes being assigned to wrong clusters. The definitions of the first two performance scores are as follows:

1. *Average global scatter*: the average distance between every data point and the cluster center that it was assigned to. For two species, the average global scatter was the sum of distances between every gene and the center of its own species divided by the total number of genes in two species.
2. *Average center scatter*: the average distance between true cluster centers and their corresponding computed cluster centers. In a perfect clustering result, center scatter equals 0. Center scatter for two species was computed by dividing the sum of center scatters in both species by the total number of clusters in both species.

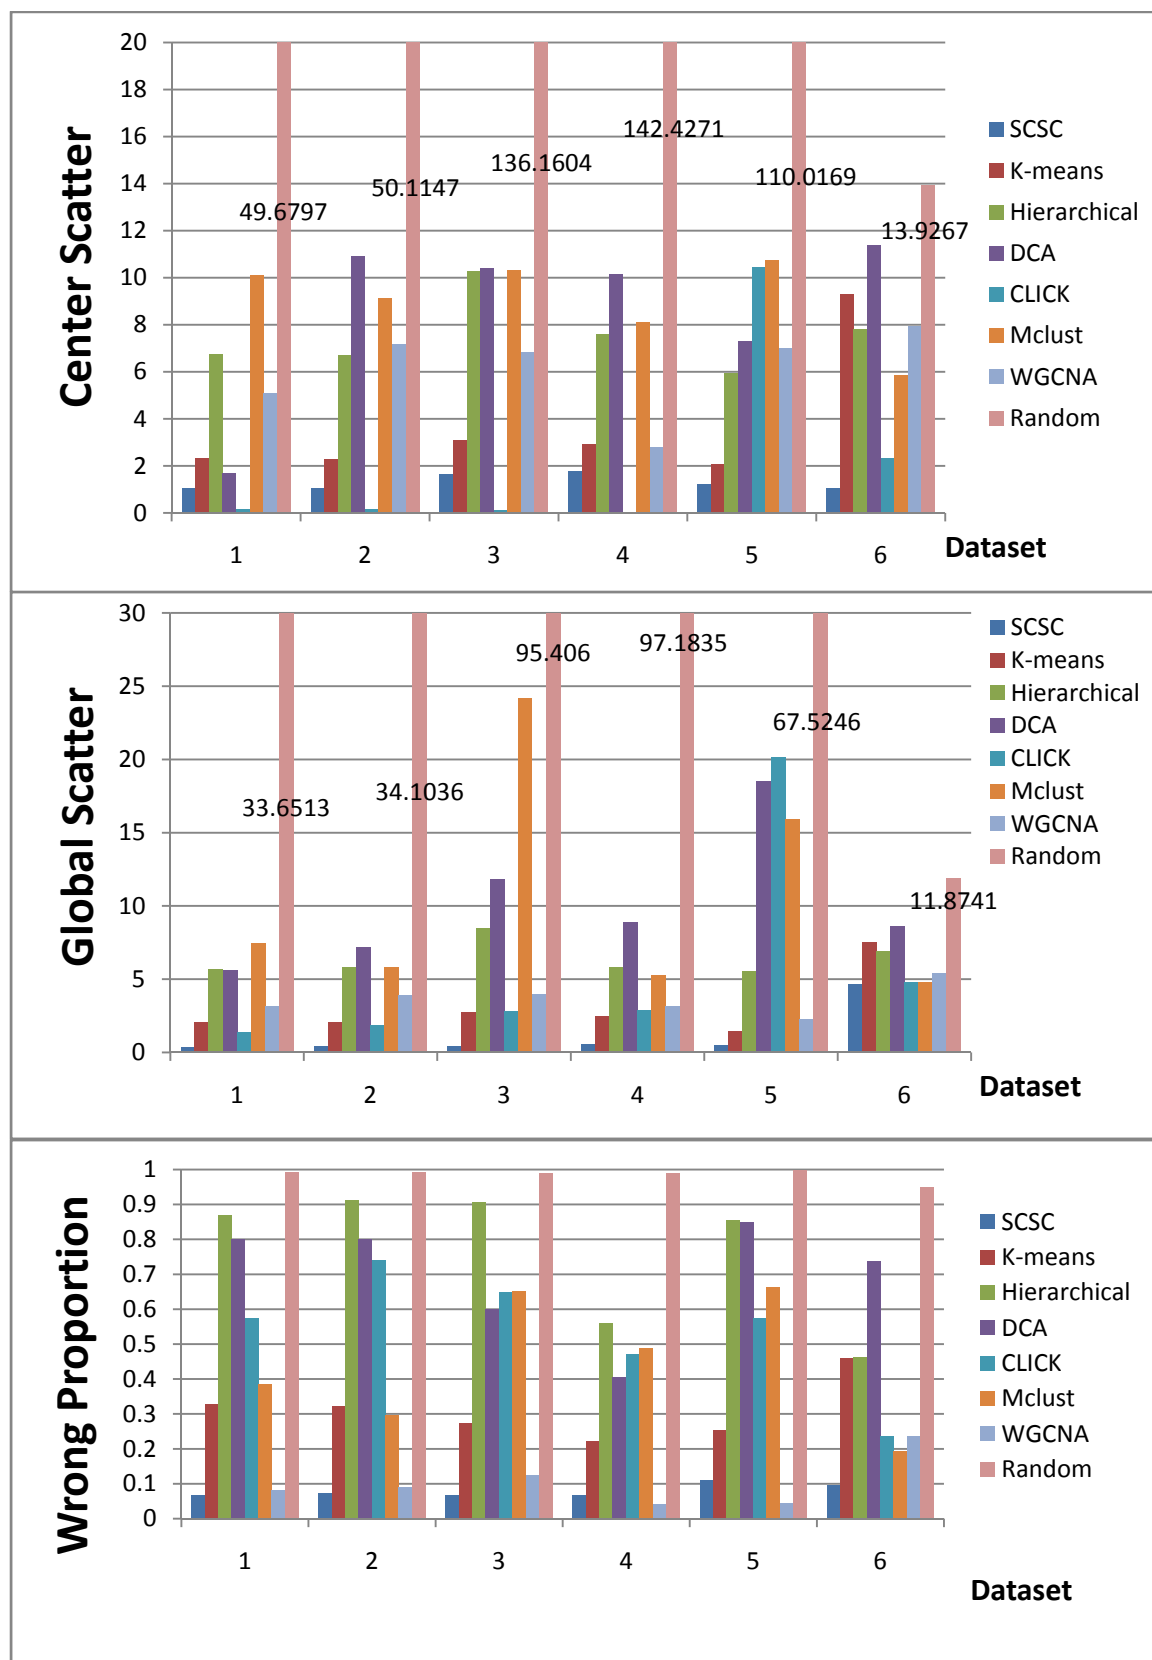

**Supplement:** Figure S1 — Performance evaluation on synthetic datasets. Average performance scores from 20 independent runs of each algorithm are listed. Dataset numbers correspond to the datasets listed in Table S1. K-means, hierarchical clustering, MCLUST, WGNCA and CLICK were first executed on each species and then their results were summarized across the two species. The Random clustering is generated by choosing random centroids and assigning each data point into the nearest centroid. Three performance scores were used for comparison, average global scatter, average center scatter, and proportion of genes being assigned to wrong clusters. The definitions of the first two performance scores are as follows: 1. Average global scatter: the average distance between every data point and the cluster center that it was assigned to. For two species, the average global scatter was the sum of distances between every gene and the center of its own species divided by the total number of genes in two species. 2. Average center scatter: the average distance between true cluster centers and their corresponding computed cluster centers. In a perfect clustering result, center scatter equals 0. Center scatter for two species was computed by dividing the sum of center scatters in both species by the total number of clusters in both species. (0.06 MB PDF)

# Supplementary material for: Modeling Co-Expression across Species for Complex Traits: Insights to the Difference of Human and Mouse Embryonic Stem Cells
**Source:** PLoS Comput Biol. 2010 Mar 12;6(3):e1000707. doi: 10.1371/journal.pcbi.1000707

**Figure S2: SCSC clusters of mouse and human ES cell differentiation.** (A) Sample information for human ES cells. (B) The number of orthologous probe sets in each result cluster, and (C) the corresponding expression patterns of mouse and human clusters. Each dot represents the mean expression of a cluster in a biological replicate.

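Averaged over the genes that Table S3 lists, both mouse ES clusters ended lower at day 14 than in sorted ES cells. The mean signal of the 451 cluster 2 genes, with Nanog among them, was 1186 ± 33.7 on gelatin, 1320.0 ± 41.4 in sorted ES cells, 1236 ± 125 at day 4, 1290.0 ± 101 at day 8, 1117 ± 17.3 at day 14 (mean ± SD over 6 arrays, 7 at day 4). For the 285 cluster 3 genes, with Pou5f1 among them, it was 2332 ± 34.7 on gelatin, 2307 ± 168 in sorted ES cells, 2223 ± 312 at day 4, 1749 ± 75.1 at day 8, 1695 ± 50.1 at day 14. Cluster 2 ran from 1084 to 1132 over the day 14 arrays and from 1255 to 1374 over the sorted ones. Single arrays part from these means: day 4 replicates 6 and 7 had 1382 and 1429 in cluster 2, where the 5 others ran from 1097 to 1246, and 1656 and 1914 in cluster 3, where the others ran from 2334 to 2453. Day 8 replicates 1, 3 and 5 ran from 1365 to 1400.4 in cluster 2, and replicates 2, 4 and 6 from 1174 to 1243. ES cells on gelatin were below sorted cells in cluster 2 and close to them in cluster 3.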

**A**

| <b>Symbols</b> | <b>Cell lines</b>                                     | <b>Reference</b> |
|----------------|-------------------------------------------------------|------------------|
| A1             | Undifferentiated H1 ES cells                          | [1]              |
| A2             | Differentiated H1 ES cells                            |                  |
| B1             | ES cells                                              | [2]              |
| B2             | Hematopoietic stem/progenitor cells (HSPC)            |                  |
| B3             | Hematopoietic differentiated cells (HDC)              |                  |
| B4             | Epidermis' keratinocytes stem/progenitor cells (KSPC) |                  |
| B5             | Epidermis differentiated cells, (KDC)                 |                  |
| C1             | Finnish ES cells (FES)                                | [3]              |
| C2             | Swedish ES cells (HS)                                 |                  |
| C3             | Fibroblasts                                           |                  |
| D              | HSF-1, HSF-6 and H9 ES cells                          | [4]              |

**B**

| Cluster index of human data \ Cluster index of mouse data | 1   | 2   | 3   | 4   | 5   | 6   |
|-----------------------------------------------------------|-----|-----|-----|-----|-----|-----|
| 1                                                         | 291 | 190 | 122 | 266 | 188 | 200 |
| 2                                                         | 317 | 224 | 150 | 174 | 106 | 238 |
| 3                                                         | 178 | 177 | 236 | 98  | 116 | 125 |
| 4                                                         | 237 | 141 | 95  | 136 | 90  | 231 |
| 5                                                         | 132 | 75  | 233 | 149 | 186 | 41  |
| 6                                                         | 245 | 157 | 111 | 162 | 135 | 136 |

C

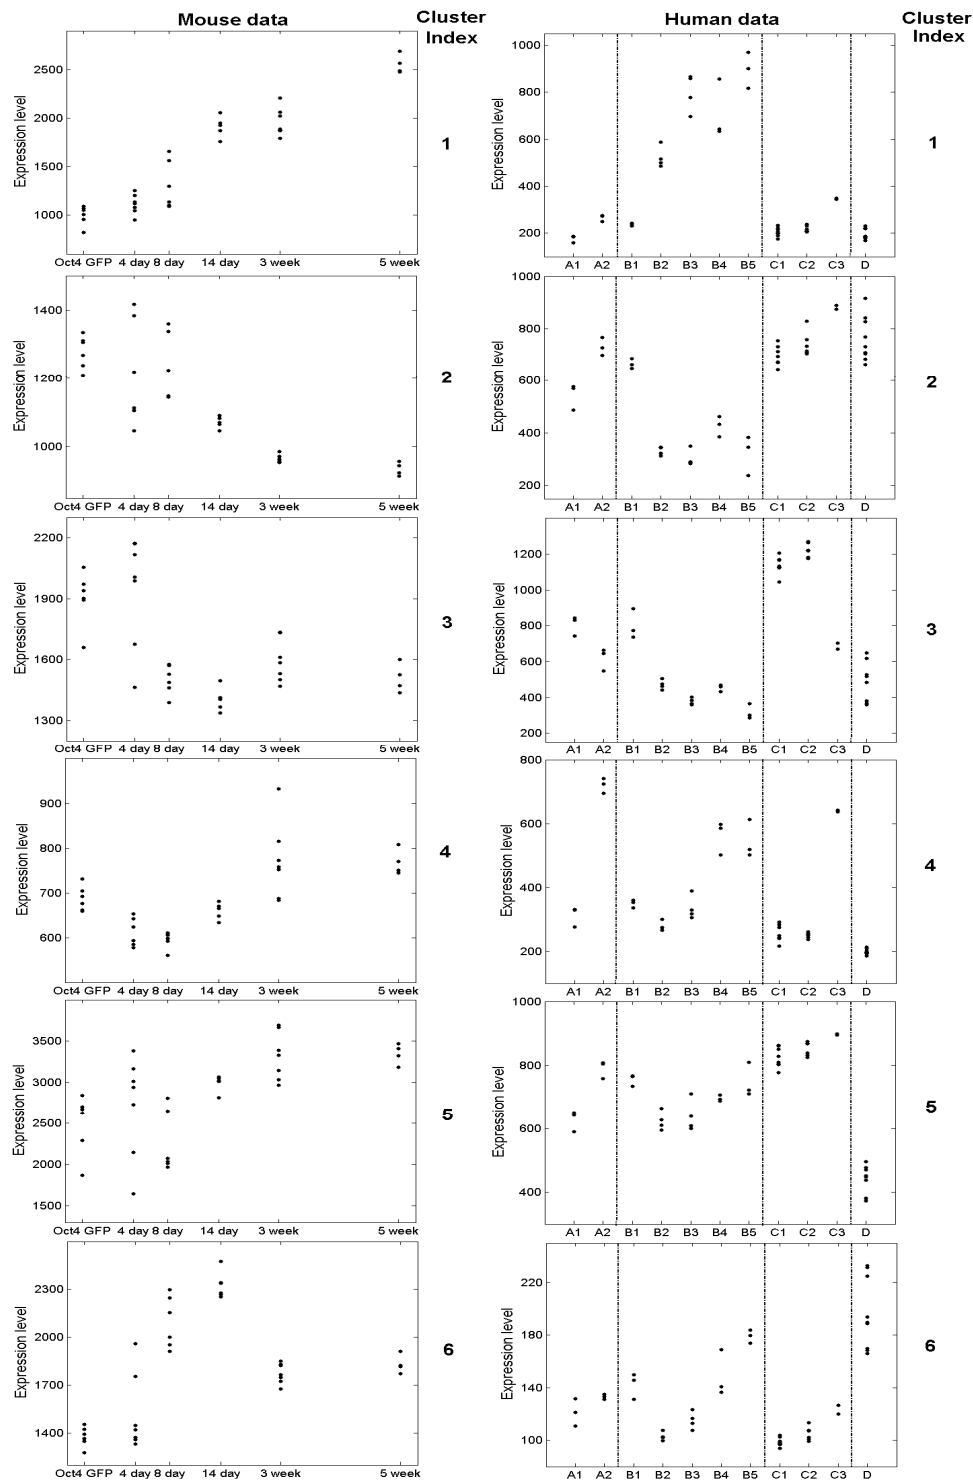

**Supplement:** Figure S2 — SCSC clusters of mouse and human ES cell differentiation. (A) Sample information for human ES cells. (B) The number of orthologous probe sets in each result cluster, and (C) the corresponding expression patterns of mouse and human clusters. Each dot represents the mean expression of a cluster in a biological replicate. (0.04 MB PDF)

# Supplementary material for: Modeling Co-Expression across Species for Complex Traits: Insights to the Difference of Human and Mouse Embryonic Stem Cells
**Source:** PLoS Comput Biol. 2010 Mar 12;6(3):e1000707. doi: 10.1371/journal.pcbi.1000707

**Figure S3. Performance evaluation with independent experimental data.** The consistency of a clustering result to a set of co-regulated gene groups is measured by biological homogeneity index (BHI). K-means clustering was run 10 times with different initial values. The red bars and their error bars represent the average BHI and the standard deviation for these 10 runs. The best performance out of the 10 runs is also reported (yellow bar). Two test sets of co-regulated genes groups were defined as follows.

Set 1: Co-regulated genes were defined as the genes whose expression levels were affected by all of the seven RNA knockdown (RNAi) experiments of seven regulatory proteins (OCT4, SOX2, NANOG, ESRRB, TBX3, TCL1, DPPA4) which maintain ES cell identity. Each RNAi experiment provided a list of genes whose expression was affected. Taking the intersection of the seven gene lists, a total of 60 genes were identified as regulated by all seven ES cell regulators. These 60 genes were used as the first test set.

Set 2: Co-regulated genes were defined as the genes whose expression was affected by RNAi knockdown of all four of the transcription factors NANOG, OCT4, SOX2 and ESRRB, and for which the direction of expression change was the same. These four transcription factors physically interact and synergistically regulate gene expression in ES cells. Two groups of co-regulated genes were identified. Group 1 contained 107 genes that were consistently induced by the RNAi of each of the four factors, whereas group 2 contained 48 genes that were repressed by all four RNAi treatments. These two co-regulated gene groups constitute the second test set.

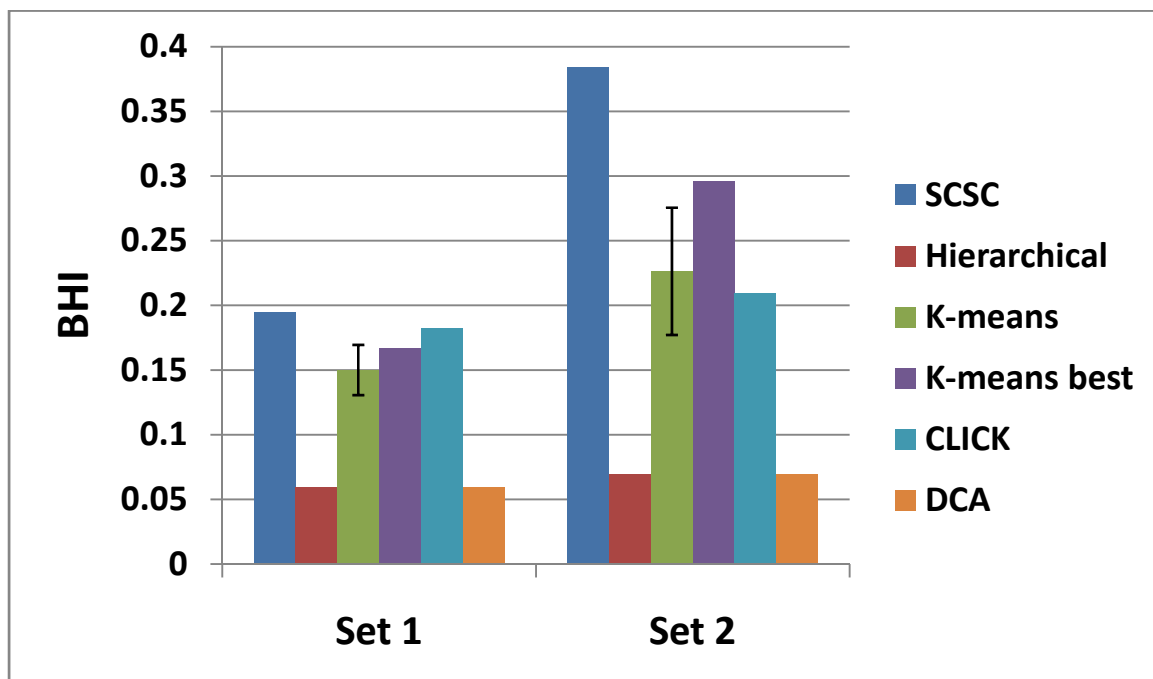

**Supplement:** Figure S3 — Performance evaluation with independent experimental data. The consistency of a clustering result to a set of co-regulated gene groups is measured by biological homogeneity index (BHI). K-means clustering was run 10 times with different initial values. The red bars and their error bars represent the average BHI and the standard deviation for these 10 runs. The best performance out of the 10 runs is also reported (yellow bar). Two test sets of co-regulated genes groups were defined as follows. Set 1: Co-regulated genes were defined as the genes whose expression levels were affected by all of the seven RNA knockdown (RNAi) experiments of seven regulatory proteins (OCT4, SOX2, NANOG, ESRRB, TBX3, TCL1, DPPA4) which maintain ES cell identity. Each RNAi experiment provided a list of genes whose expression was affected. Taking the intersection of the seven gene lists, a total of 60 genes were identified as regulated by all seven ES cell regulators. These 60 genes were used as the first test set. Set 2: Co-regulated genes were defined as the genes whose expression was affected by RNAi knockdown of all four of the transcription factors NANOG, OCT4, SOX2 and ESRRB, and for which the direction of expression change was the same. These four transcription factors physically interact and synergistically regulate gene expression in ES cells. Two groups of co-regulated genes were identified. Group 1 contained 107 genes that were consistently induced by the RNAi of each of the four factors, whereas group 2 contained 48 genes that were repressed by all four RNAi treatments. These two co-regulated gene groups constitute the second test set. (0.03 MB PDF)

# Supplementary material for: Modeling Co-Expression across Species for Complex Traits: Insights to the Difference of Human and Mouse Embryonic Stem Cells
**Source:** PLoS Comput Biol. 2010 Mar 12;6(3):e1000707. doi: 10.1371/journal.pcbi.1000707

**Figure S4. Scheme of computational implementation of the SCSC method.**

The scheme mimics an EM algorithm for clustering one-species data under a Gaussian-mixture model. (Supplementary Document 4)

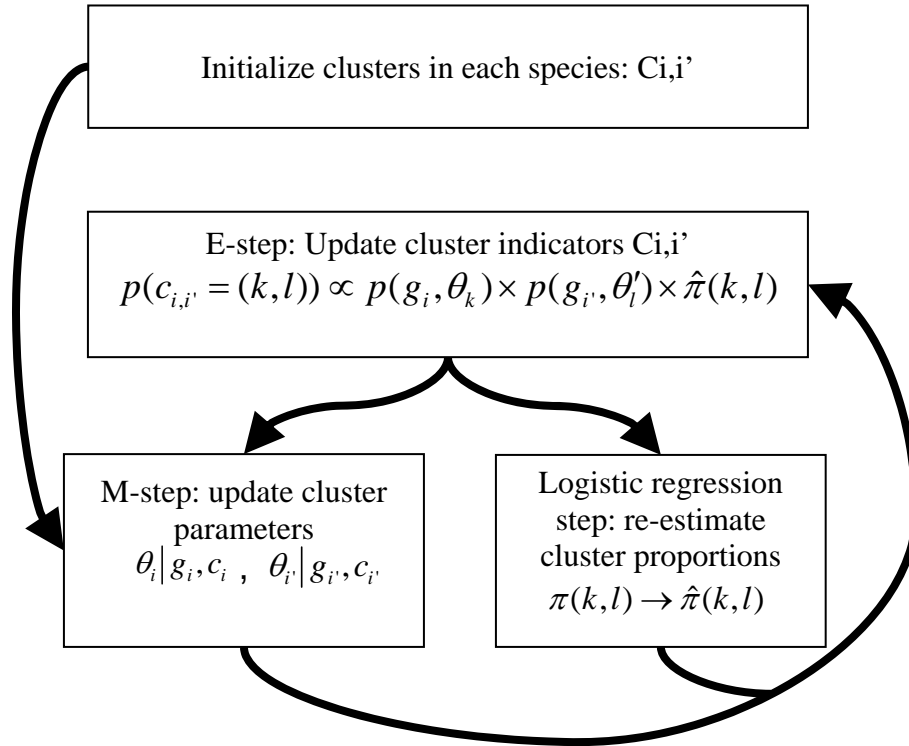

**Supplement:** Figure S4 — Scheme of computational implementation of the SCSC method. The scheme mimics an EM algorithm for clustering one-species data under a Gaussian-mixture model. (Text S4) (0.02 MB PDF)

# Supplementary material for: Modeling Co-Expression across Species for Complex Traits: Insights to the Difference of Human and Mouse Embryonic Stem Cells
**Source:** PLoS Comput Biol. 2010 Mar 12;6(3):e1000707. doi: 10.1371/journal.pcbi.1000707
**Supplement:** Table S2 — Performance evaluation with errors in ortholog map. 10%–30% of the ortholog mapping in synthetic dataset 1 (Table S1) are randomly permutated to represent the scenarios of errors in ortholog map. SCSC, K-means and DCA were executed on these perturbed datasets, and performance metrics were recorded. (0.01 MB PDF)

**Table S2. Performance evaluation with errors in ortholog map.** 10%-30% of the ortholog mapping in synthetic dataset 1 (Table S1) are randomly permuted to represent the scenarios of errors in ortholog map. SCSC, K-means and DCA were executed on these perturbed datasets, and performance metrics were recorded.

| Error proportion<br>in ortholog map | Center scatter |             |      | Global scatter |             |      | Wrong proportion |             |      |
|-------------------------------------|----------------|-------------|------|----------------|-------------|------|------------------|-------------|------|
|                                     | SCSC           | K-<br>means | DCA  | SCSC           | K-<br>means | DCA  | SCSC             | K-<br>means | DCA  |
| 0%                                  | <b>1.05</b>    | 2.32        | 1.66 | <b>0.36</b>    | 2.07        | 5.60 | <b>0.07</b>      | 0.33        | 0.80 |
| 10%                                 | <b>1.27</b>    | 2.16        | 4.19 | <b>0.48</b>    | 2.50        | 6.72 | <b>0.09</b>      | 0.36        | 0.90 |
| 20%                                 | <b>1.51</b>    | 2.34        | 4.19 | <b>1.04</b>    | 2.84        | 6.72 | <b>0.16</b>      | 0.40        | 0.90 |
| 30%                                 | <b>1.61</b>    | 2.41        | 4.19 | <b>1.24</b>    | 3.08        | 6.72 | <b>0.19</b>      | 0.43        | 0.90 |

# Supplementary material for: Modeling Co-Expression across Species for Complex Traits: Insights to the Difference of Human and Mouse Embryonic Stem Cells
**Source:** PLoS Comput Biol. 2010 Mar 12;6(3):e1000707. doi: 10.1371/journal.pcbi.1000707
**Supplement:** Table S3 — SCSC clusters. (A) with conserved upregulation in hES and mES cells, (B) specifically upregulated in mES cells, and (C) specifically upregulated in hES cells. (0.15 MB PDF)

**Table S3: SCSC clusters** (A) with conserved upregulation in hES and mES cells, (B) specifically upregulated in mES cells, and (C) specifically upregulated in hES cells.

---

# C

---

## B

---

# Supplementary material for: Modeling Co-Expression across Species for Complex Traits: Insights to the Difference of Human and Mouse Embryonic Stem Cells
**Source:** PLoS Comput Biol. 2010 Mar 12;6(3):e1000707. doi: 10.1371/journal.pcbi.1000707
**Supplement:** Table S4 — Conserved transcription regulators in human and mouse ES cells. Genes with a & may act as transcriptional repressors or corepressors. (0.01 MB PDF)

**Table S4: Conserved transcription regulators in human and mouse ES cells.** Genes with a & may act as transcriptional repressors or corepressors.

| Function                                 | Gene                                                                                                                                       |
|------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------|
| Basic transcription machinery            | BTF3, TAF1C, RRN3                                                                                                                          |
| Sequence dependent transcription factors | OCT4, SOX2, NANOG, UTF1, ZFP64, MTF2, ETV4, POU1F1, POU2F1, HESX1, E2F8 <sup>&amp;</sup> , TGIF1 <sup>&amp;</sup> , CTBP2 <sup>&amp;</sup> |
| Chromatin modification                   | EED <sup>&amp;</sup> , PHC1 <sup>&amp;</sup> , SMARCD1, SUPT4H1 <sup>&amp;</sup> , SUV39H1, MYST2, RUVBL1                                  |
| DNA methylation                          | DNMT1 <sup>&amp;</sup> , DNMT3B <sup>&amp;</sup>                                                                                           |
| Histone acetylation                      | SAP30 <sup>&amp;</sup> , MYST2                                                                                                             |

How the deposited data were processed for this re-analysis (not part of the article)

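The data are 31 Affymetrix MgU74Av2 arrays of B6 mouse ES cells: 6 of ES cells passaged on gelatin, 6 of ES cells sorted for Oct4-GFP, and EBs after LIF withdrawal with 7 arrays at day 4, 6 at day 8 and 6 at day 14. Methods state 6 biological samples per time point, and each array was treated as its own sample. Methods list 12 days where Figure S2C and the sample labels give 14 days, and the labels were followed. Methods also list later time points that are not among these arrays, so they are not analysed. The authors amplified RNA in 2 rounds and used dChip for normalization and probe-level modeling, and the deposited values are that signal intensity on a linear scale, normalized between arrays and not log transformed. The paper states neither the dChip version nor the model, and 104 of 387128 values are exactly 0.

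Of 12488 probe sets, 66 controls were left out and 12422 tested. A gene was named only where a probe set carries 1 gene symbol (10833 probe sets; 396 with several symbols and 1193 without annotation were counted but not named), and it is represented by its probe set with the highest mean over all arrays, which gives 8251 genes. Lin28a, Dnmt3b, Stat2, Lif and other genes without such a probe set are not reported. Values under the 5th percentile of all values (59.6) were raised to it and the values log2 transformed.

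The sorted ES cells, the day-0 group of Figure S2C, are the reference. Methods name the cells passaged on gelatin as 0-day samples and state that EBs were seeded from ES cells on gelatin. The gelatin group was used as an alternative reference. The day-0 groups differ at many probe sets (2661 higher and 2260 lower on gelatin). A change against sorted cells can therefore hold that difference as well as differentiation. The words rose and fell name only the direction against the reference. All arrays went into 1 linear model with a mean for each of the 5 groups (R 4.3.3, limma 3.58.1, lmFit and eBayes with a variance trend), adjusted by the Benjamini-Hochberg method over the tested probe sets at 0.05. Replicate numbers were not used to pair samples: arrays of the same number correlate between -0.351 and 0.494 after removing group means. Lists of genes were written beforehand: pluripotency, primitive streak, endoderm, cardiac muscle, fibroblast, erythroid and hematopoietic, endothelial, neural, trophoblast, imprinted, DNA replication, mitosis, hypoxia and glycolysis, ribosome biogenesis, Polycomb and DNA methylation, JAK-STAT, NOTCH, WNT, and TGFβ and BMP. They were counted, counted again with p adjusted over the list alone, and tested as sets with camera (preset correlation 0.01, with an estimated correlation as an alternative). The paper's own lists (Table 1, Table S3, Table S4 and the nodes of Figure 4) were only counted, since they were chosen on these arrays. That choice also drew on later time points and the human datasets.

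Genes are named by a rule set beforehand: each gene the paper names for mouse cells, the 10 with the largest change in each direction at day 14 (5 at day 4 and on gelatin) whose groups do not overlap, and up to 4 members of each list with the largest change; the values in the paper's tables had been seen. The genes Tk2, Col1a1, Col1a2 and Bgn were chosen after their values were seen, as was the use of several listed genes at further time points. Alternatives were quantile normalization, median centring, floors at the 1st and 25th percentiles, dim probe sets (the lowest 40%) left out, fits of 2 groups only, a replicate block, array weights, no variance trend, a 2-fold change as well, the mean of a gene's probe sets, the estimated correlation, gelatin as day 0, both day-0 groups pooled, and leaving out each array in turn.

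The procedure was tested on simulated data of the same layout: of 67 probe sets changed by 0.5 on the log2 scale 47 were found, of 67 changed by 1 63, and of 66 changed by 2 all 66, with 11 false calls. These changes cover few of the 12422 probe sets, whereas 48.8% passed at day 14 in the real data. The number of false calls may therefore not carry over to the real data. With 6 or 7 arrays per group, their number limits the precision, and arrays within a group correlate between 0.947 and 0.997. The 3' to 5' ratio of the Gapdh control is 3.12 ± 0.750 at day 4, 2.31 ± 0.188 at day 8 and 2.43 ± 0.221 at day 14. Figures were drawn with matplotlib 3.10.9. The human datasets are not among the deposited arrays and were not analysed.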

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

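The tests of RNA quality, carried-over feeders and diluting cells were chosen after the result was seen.

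Of 33 fibroblast genes, 18 were higher in ES cells on gelatin than in sorted ES cells, 5 lower and 10 did not pass (camera adjusted p = 0.00437, and adjusted p = 0.788 with an estimated correlation), in a comparison of 2661 higher and 2260 lower probe sets that the paper does not report. The 3 gelatin arrays with the lower 3' to 5' ratios show 1.18 times the mean difference of the 3 with the higher ratios. Within the gelatin group the difference thus did not grow with the ratio. Every gelatin array has a higher Gapdh ratio (3.48 to 6.85) than every sorted array (2.76 to 3.09). The Actb ratios are apart as well (4.1 to 6.82 against 2.4 to 2.88). The split therefore cannot exclude RNA quality as a source of the difference. Carried-over feeders may add to it, though Methods state that MEFs were depleted by plating before the passage on gelatin: of 8 abundant fibroblast genes, 4 (Col1a1, Col1a2, Fbln2 and Bgn) were higher on gelatin, while Col3a1, Dcn, Lum and Postn did not pass, and Lum was lower (-0.61) in a fit of the 2 groups alone. A sort for Oct4-GFP would remove such cells. Carry-over cannot be told apart from an effect of culture on gelatin, the biological difference in the design, since the groups differ in both, no feeder array is held, and 22 of the list's genes lie above the median signal in sorted cells too, though none of them is in another list used here.

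The sorted ES cells stand apart from the 4 other groups at 22 probe sets that are high and 22 that are low in them, with Xlr4a and Ipp on the high side and Erdr1 and Arid2 on the low side. Differentiated cells diluting the other groups are argued against as the whole cause: at the high probe sets the median ratio of gelatin to sorted cells is 0.283 and the highest 0.506, against 0.735 for Pou5f1 (at least 0.567 between any 2 arrays), if each undifferentiated cell holds as much Pou5f1 in both; the probe sets were picked at a 2-fold difference, but 17 of 22 lie more than 2-fold under the Pou5f1 ratio, beyond that limit. A chromosome segment of another strain could place such genes side by side; 1 neighbouring pair was found among 37 genes, where random sets average 0.492 (p = 0.39, permutation test with 10000 random sets), so it cannot be told apart from chance at this number of genes. The sort and the handling of the cells coincide with the group and stay open. Sorted cells are not the only group to stand apart. By the same rule ES cells on gelatin do so at 102 high and 6 low probe sets, and EBs at day 14 at 60 and 17. EBs at day 4 do so at 0 and 1, and at day 8 at 0 and 0.

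Single arrays lie far from the others of their group in 27 of 381 groups of values tested; chance flags about 1 in 20 groups. In sorted ES cells the lowest array stands apart for Atf4 in replicate 5 (5347, others 6690.0 to 7392), Fbln2 in replicate 1 (877, others 1055 to 1146), Fzd9 in replicate 3 (209.6, others 316 to 345), Mad2l1 in replicate 5 (3447, others 4535 to 5142), Pink1 in replicate 1 (69.7, others 345 to 383), Rhox5 in replicate 3 (10390.0, others 11730.0 to 12480.0). The highest sorted array does so for Cer1 in replicate 4 (381, others 269 to 300.1), Ebna1bp2 in replicate 5 (5732, others 4498 to 4827), Il4ra in replicate 6 (1189, others 899.7 to 1007), Klf2 in replicate 5 (4391, others 3479 to 3821), Ptprf in replicate 5 (2086, others 1612 to 1721). At day 14 the lowest array stands apart for Col3a1 in replicate 6 (4575, others 6557 to 7345), Fzd3 in replicate 4 (783, others 919.6 to 996), Fzd7 in replicate 5 (464, others 479 to 485), Rhoa in replicate 5 (5022, others 5687 to 5999), Spink1 in replicate 1 (10770.0, others 11850.0 to 12100.0). The highest day 14 array does so for Apob in replicate 2 (9640.0, others 4025 to 5649), Bmi1 in replicate 1 (2456, others 1851 to 2025), Dppa3 in replicate 6 (382, others 134 to 203), E2f8 in replicate 2 (1467, others 789 to 963), Hesx1 in replicate 6 (111, others 76.2 to 88.3), Mgp in replicate 5 (164, others 122 to 138), Nhp2 in replicate 6 (5066, others 3678 to 4135), Phc1 in replicate 2 (1581, others 897 to 1125), Zfp42 in replicate 6 (626, others 224 to 336). At day 4 it is Acta2 in replicate 2 (3960.0, others 935 to 1824). The mean signal of the cluster 2 genes of Table S3 is lowest in day 14 replicate 5 (1084, others 1114 to 1132).

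Imprinted genes, which the paper does not discuss, rose at day 14 in 14 of 18.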

How the results depend on the processing

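The settings without day 4 replicates 6 and 7, without day 8 replicates 2, 4 and 6, and without gelatin replicates 3, 4 and 6 were chosen after the result was seen, the other alternatives before the data were examined; the counts stayed within 1.5 times their values under these 3, and under quantile normalization, both other floors, array weights, a replicate block, no variance trend and fits of 2 groups only.

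Centring on the median raised the lower probe sets to 5110 at day 14 and 3796 on gelatin and left 9 of 14 cardiac genes higher. Leaving out dim probe sets, which tests fewer, gave 1842, 1445 and 1030 lower at days 14, 8 and 4, 1372 on gelatin and 7 cardiac genes. Asking for a 2-fold change as well left 237 lower and 702 higher at day 14, 157 and 292 at day 8, 77 and 88 at day 4, 115 and 502 on gelatin, 13 cluster 2, 32 cluster 3 and 4 cardiac genes. With an estimated correlation 2 of 20 gene set tests passed, endoderm and imprinted genes at day 14.

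The choice of day-0 group moved many gene values. With both day-0 groups pooled, 145 kept their direction and side of the threshold, 2 turned in sign, 21 lost their call and 5 gained one. With gelatin as day 0, 115 were kept, 27 turned in sign, 21 lost their call and 10 gained one, and 117 cluster 2 genes were lower. These log2 changes then turned at day 14: Atf4 0.20, Fzd7 0.034, Ghr -1.31, Kat2b 0.40, Kat7 -0.68, Lrp5 0.031, Mtf2 0.29, Myc -1.11, Pola1 0.45, Sap30 0.63, Skil -0.88, Sox2 0.017, Stat5a 0.0096, Tle1 -0.26, Xlr4a 0.0075. So did Klf2 0.50, Nanog 1.11, Rhox5 3.30 at day 8 and Arid2 -0.034, Erdr1 -0.23, Ipp 0.087, Itpr2 -0.41, Nqo1 -0.70, Skil -0.044, Smndc1 -0.20, Xlr4a 0.057, Zfp42 1.04 at day 4. Of these, Ghr, Kat7, Myc, Pola1, Sap30 and Skil at day 14, Klf2, Nanog and Rhox5 at day 8 and Nqo1 at day 4 passed in limma. With both day-0 groups pooled, 809 probe sets were lower and 390 higher at day 4, and Ghr (-0.0092) and Kat7 (-0.21) turned without passing. The cause was not tested.

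Leaving out dim probe sets could test 153 of 197 gene values, and these kept their direction and side of the threshold. Of the 197, 177 kept both under the scaling, floor and model alternatives, which do not include a change of the day-0 group. Leaving out 1 array kept 184: calls were lost for Sox2 (without sorted replicate 1, 2, 3 or 6, or day 14 replicate 1, 2, 4 or 6), Tgif1 (sorted 2, 3, 4 or 6, day 14 replicate 1, 2, 3 or 4), Ptpn11 (sorted 1 or 6, day 14 replicate 1 or 3), Kat7 (sorted 5, day 14 replicate 2) and Klf4 on gelatin (gelatin 5), and Pink1 ranged from -0.39 without sorted replicate 1, where it passed as lower, to 0.10 without sorted replicate 5. Counts ranged over 2734 to 2951 lower and 2817 to 3074 higher at day 14, 2097 to 2439 and 1696 to 1935 at day 8, 1333 to 1866 and 1120 to 1609 at day 4, 1939 to 2214 and 2413 to 2661 on gelatin, 194 to 213 cluster 2, 155 to 173 cluster 3, 27 to 28 pluripotency and 13 to 15 cardiac genes.

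Chance can be excluded for these counts, as 1 of 100 splits of the arrays, the real one, was as large (highest other split in parentheses): lower and higher at day 14 2980 (1942) and 3086 (1942), day 8 2473 (1192) and 1896 (1192), day 4 1696 (812) and 1379 (1261), gelatin 2260 (1393) and 2661 (1393), pluripotency 28 (23), cardiac 14 (10) and fibroblast genes 18 (14). For cluster 2, 214 (123), and cluster 3, 167 (117), the study formed the clusters on these arrays, so the splits exclude nothing. Chance cannot be excluded for the number of gene set tests passed: 8 at day 14 (18 of 100 splits as large, highest 11), 8 at day 8 (23 of 100 splits as large, highest 12), 1 at day 4 (77 of 100 splits as large, highest 7), 3 on gelatin (27 of 100 splits as large, highest 6).

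Low signal over background limits how large a change dim genes can show. The floor at the 25th percentile (224) raises Esrrb, Foxd3 and Ptpn11 to the same value in both groups, so it cannot test their falls.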

Differences from the paper's values

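The paper's mouse data include later time points that are not among these arrays. The comparisons below reach day 14 only, so they do not test the paper's statements over its whole time course. The copy of Table S3 lists 488 symbols in mouse cluster 2 where the paper's Figure S2B gives 1209 probe-set pairs. It lists 323 in mouse cluster 3 where the paper gives 930. For clusters (2, 3) and (3, 3) it lists 94 and 110, where the paper gives 150 and 236. The paper's numbers count pairs of probe sets and the list counts symbols, so the units differ, and no alternative bears on them.

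The paper names the JAK-STAT, NOTCH, TGFβ, WNT, MAPK and VEGF genes of Table 1 from its mouse ES clusters. Of 37 measured, 15 were lower at day 14 than in sorted ES cells, 1 higher and 21 did not pass, and against ES cells on gelatin 13 were lower, 2 higher and 22 did not pass. The receptor gene Tgfbr1 was higher (0.43 on the log2 scale), and no setting made it lower past the threshold. Smad7 (-0.18) passed as lower with median centring, quantile normalization, array weights, gelatin as day 0 and both day-0 groups pooled, Skil (0.05) with gelatin as day 0, and Ptprf (-0.09) with gelatin as day 0 and both day-0 groups pooled. Fzd9 (-0.09) passed only without sorted replicate 3 and Tle4 (0.19) in no setting run, whereas Fgf4 and Jag2 did.

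The paper states that Myc goes down as mouse ES cells differentiate. It did not pass against sorted ES cells (0.14) but was lower with gelatin as day 0 (-1.11).

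The paper states that each of the 4 STAT genes other than Stat3 goes down. Stat4, Stat5a and Stat6 did against sorted ES cells but not with gelatin as day 0 (-0.18, 0.01 and -0.17), nor Stat5a with both day-0 groups pooled; Stat5b (0.01) did not pass in any setting run.

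The paper counts MYST2 (Kat7) among regulators with higher expression in undifferentiated cells of both species, and names CDK2 as an example of conserved expression. Both were higher at day 14 than in sorted ES cells (Cdk2 0.32, Kat7 0.26); Kat7 did not pass with median centring (0.16) or quantile normalization (0.16) and was lower with gelatin as day 0 (-0.68), and no setting gave a lower Cdk2, while Pola1, Terf1 and E2f8 were lower. Against ES cells on gelatin Pola1 was higher (0.45) and Terf1 did not pass (-0.37), and Pola1 did not pass with both day-0 groups pooled (-0.18).

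Of the 20 measured regulators of Table S4, 11 were lower against sorted ES cells and 9 against ES cells on gelatin, and Sox2 and Tgif1 among the former did not pass on leaving out any of 8 of the 12 arrays in turn. Against sorted cells Dnmt1 (-0.17), Sap30 (-0.13), Btf3 (-0.11), Taf1c (-0.02), Etv4 (-0.11), Smarcd1 (-0.12), Ruvbl1 (0.17) and Hesx1 (0.01) did not pass. Dnmt1 passed as lower with median centring (-0.28) and array weights (-0.24) and without day 14 replicate 2, Btf3 with quantile normalization (-0.19), Smarcd1 with both scalings (-0.23 and -0.23), Etv4 with both scalings, gelatin as day 0 and both day-0 groups pooled, and Taf1c with gelatin as day 0. With gelatin as day 0, Ruvbl1 (0.46) and Sap30 (0.63) were higher.

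The paper describes the mouse clusters other than 2 and 3 as increasing. Of 222 measured genes listed for them, 117 were higher and 7 lower at day 14. On gelatin against sorted cells, 66 of the 222 were already higher and 21 lower. In mouse cluster 4, 2 were higher and 4 lower of 30 at day 14, and Table S3 holds this cluster only for its pairs with human cluster 3. Later time points could not be tested.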

Other observations

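The tests of day 4 replicates 6 and 7 were chosen after the result was seen.

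Imprinted genes, expressed from 1 parental copy, rose as a list at day 14. Of 18 measured, 14 were higher than in sorted ES cells and 4 did not pass (limma, adjusted p under 0.05, as also over the list alone; camera adjusted p = 4.33e-07, and adjusted p = 0.0456 with an estimated correlation). The growth inhibitor gene Cdkn1c rose from a signal of 858 ± 292 to 6868 ± 1588, Mest from 718 ± 93.5 to 5592 ± 1156 and the growth factor gene Igf2 from 3062 ± 408 to 21133 ± 2499 (6 arrays each).

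Genes of low oxygen response and glycolysis were higher at day 14 in 16 of 24 and lower in 2 (the same over the list alone; camera adjusted p = 0.000896, and adjusted p = 0.472 with an estimated correlation). The collagen hydroxylase gene P4ha1 (2.69 on the log2 scale), the oxygen sensor gene Egln1 (1.71) and the glucose transporter gene Slc2a3 (1.58) rose most.

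Trophoblast genes were 5 higher and 3 lower of 13 at day 14, with Ets2 (1.62), Gata3 (1.31) and Tpbpa (1.23) higher and Tfap2c (-1.08) lower, though Gata3 did not pass against ES cells on gelatin (0.20), and primitive streak genes were 5 higher and 1 lower of 16, with Cer1 (1.04) highest (limma; the same over each list alone; camera adjusted p = 0.518 and 0.175).

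Fibroblast genes were lower at day 4 in 14 of 33, and 19 did not pass (18 lower over the list alone; camera adjusted p = 0.000133, and adjusted p = 0.911 with an estimated correlation).

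Embryonic globins had their highest mean at day 8: Hba-x stood at 207 ± 11.8 in sorted ES cells, 1858 ± 1601 at day 8 and 815 ± 374 at day 14, and Hbb-y at 563 ± 26.5, 3567 ± 2863 and 1825 ± 1050.3. Over the day 8 arrays Hba-x ran from 271 to 4801, a range that holds every day 14 array, and whether day 8 and day 14 differ was not tested.

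Nanog did not pass at day 8 (6116 ± 1455, log2 change -0.06), when Pou5f1 had fallen (-2.04), but that mean joins 3 arrays from 6553 to 8087 (replicates 1, 3 and 5) and 3 from 4571 to 5421. Zfp42 had 689.8 ± 126 in ES cells on gelatin, and at day 8 it ran from 635 to 729.6 in replicates 2, 4 and 6 and from 5825 to 7451 in replicates 1, 3 and 5. Rhox5, an X-linked homeobox gene, had 865 ± 101 on gelatin, 11750.0 ± 726 in sorted cells and 8634 ± 1814 at day 8.

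Day 4 replicates 6 and 7 lie apart from the other 5 day 4 arrays, with Pou5f1 at 2407 and 2617. Day 8 samples under a day 4 label are argued against: in the mean of the endoderm list the higher of them lies 0.567 under the lowest day 8 array, where the SD over day 8 is 0.239. An admixture of day 8 RNA is argued against too, since the share of it read from Pou5f1 (0.823 and 0.77) exceeds that read from endoderm genes (0.102 and 0.0967) by at least 0.673. Genes high in sorted ES cells go both ways in them. The mean log2 signal of the pluripotency list is lower (10.495 and 10.694, others 11.07 to 11.274), as is Zfp42 (572 and 725, others 1376 to 2426). Nanog (6030 and 6653, others 3969 to 5979) and Rhox5 (6073 and 6758, others 2092 to 3785) are higher. The low oxygen and glycolysis list is higher too (11.795 and 12.082, others 10.95 to 11.078). EBs that left the undifferentiated state sooner remain an open hypothesis. No biological explanation was tested.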
